# Tissue Specific Dual RNA-Seq Defines Host–Parasite Interplay in Murine Visceral Leishmaniasis Caused by Leishmania donovani and Leishmania infantum

**DOI:** 10.1128/spectrum.00679-22

**Published:** 2022-04-06

**Authors:** Sarah Forrester, Amy Goundry, Bruna Torres Dias, Thyago Leal-Calvo, Milton Ozório Moraes, Paul M. Kaye, Jeremy C. Mottram, Ana Paula C. A. Lima

**Keywords:** Leishmania, RNAseq, leishmaniasis, mouse

## Abstract

Visceral leishmaniasis is associated with hepato-splenomegaly and altered immune and hematological parameters in both preclinical animal models and humans. We studied mouse experimental visceral leishmaniasis caused by Leishmania infantum and Leishmania donovani in BALB/c mice using dual RNA-seq to investigate the transcriptional response of host and parasite in liver and spleen. We identified only 4 species-specific parasite expressed genes (SSPEGs; log2FC >1, FDR <0.05) in the infected spleen, and none in the infected liver. For the host transcriptome, we found 789 differentially expressed genes (DEGs; log2FC >1, FDR <0.05) in the spleen that were common to both infections, with IFNγ signaling and complement and coagulation cascade pathways highly enriched, and an additional 286 and 186 DEGs that were selective to L. donovani and L. infantum infection, respectively. Among those, there were network interactions between genes of amino acid metabolism and PPAR signaling in L. donovani infection and increased IL1β and positive regulation of fatty acid transport in L. infantum infection, although no pathway enrichment was observed. In the liver, there were 1,939 DEGs in mice infected with either L. infantum or L. donovani in comparison to uninfected mice, and the most enriched pathways were IFNγ signaling, neutrophil mediated immunity, complement and coagulation, cytokine-chemokine responses, and hemostasis. Additionally, 221 DEGs were selective in L. donovani and 429 DEGs in L. infantum infections. These data show that the host response for these two visceral leishmaniasis infection models is broadly similar, and ∼10% of host DEGs vary in infections with either parasite species.

**IMPORTANCE** Visceral leishmaniasis (VL) is caused by two species of *Leishmania* parasites, L. donovani in the Old World and L. infantum in the New World and countries bordering the Mediterranean. Although cardinal features such as hepato-splenomegaly and alterations in blood and immune function are evident, clinical presentation may vary by geography, with for example severe bleeding often associated with VL in Brazil. Although animal models of both L. donovani and L. infantum have been widely used to study disease pathogenesis, a direct side-by-side comparison of how these parasites species impact the infected host and/or how they might respond to the stresses of mammalian infection has not been previously reported. Identifying common and distinct pathways to pathogenesis will be important to ensure that new therapeutic or prophylactic approaches will be applicable across all forms of VL.

## INTRODUCTION

Visceral leishmaniasis (VL) is responsible for 50,000–90,000 new cases a year, and the majority (>94%) of reported new cases occur in seven countries. It is caused by two parasite species, L. donovani, which is associated with infections mainly in Africa and in Southern Asia, and L. infantum, which is associated with infections in South America, the Middle East, and Southern Europe. Both host and parasite genetics contribute to the manifestation of disease in infected individuals, and factors such as the *Leishmania* species, health status of the host, and urbanization may contribute to the disease progression and pathogenesis. VL is lethal if left untreated, and is often associated with anemia, thrombocytopenia, hepatosplenomegaly, and downregulation of immunity in both humans (1, 2) and preclinical rodent models (3, 4). There are significant differences in the pathogenesis of human VL between India, East Africa, and Brazil. Lymphadenopathy is common in East Africa but rare in India; post-kala azar dermal leishmaniasis (PKDL) is frequent in East Africa and less so in India but does not occur in Brazil. On the other hand, severe bleeding, and coagulopathy, often linked to disseminated intravascular coagulation (DIC), has been reported in VL in Brazil, where it is a major risk factor for death, whereas in India and Sudan, bleeding is most commonly limited to epistaxis. The severity of VL in patients from Brazil, including coagulopathies, has been associated with a higher concentration of serum inflammatory cytokines, although this is ineffective in the control of parasite proliferation (5, 6). A study of parasite burden in patients infected with L. infantum revealed a direct correlation between burden and clinical outcome, disease severity and mortality risk (7, 8). How and which parasite factors influence the outcome of infection and the development of distinct clinical conditions, however, remains elusive.

In the last few years, attempts to identify blood signatures in infected patients using transcriptomics helped to define general pathways involved in the host response of symptomatic individuals, such as T-lymphocyte activation and type I-interferon signaling in VL patients infected with L. infantum (9), or enrichment of genes associated with erythrocyte function in active cases of VL patients infected with L. donovani (9). One transcriptomics approach is dual sequencing, which allows for both pathogen and host responses to be characterized simultaneously within the same biological sample and can enable a greater understanding of the host–pathogen interactions. Dual RNA-seq has been used to investigate gene expression changes in *in vivo* models of Mycobacterium tuberculosis infected murine lungs (10), infection of the fish *Epinephelus coioides* with Pseudomonas plecoglossicida (11), and neutrophil recruitment in Streptococcus pneumoniae murine infections (12).

In the study of leishmaniasis, dual RNA-seq has been used to analyze the parasite–macrophage interaction *in vitro* (13–15), and in human lesion material from *L. braziliensis*-infected patients (16). In contrast, dual RNA-seq has not to date been applied to the study of visceral leishmaniasis in animal models. In addition, while previous studies have examined the host transcriptional response to L. donovani (17) and L. infantum (18) infection in mice, as well as hamsters infected with L. donovani (19), direct comparisons of the host response between these two visceralizing species has not been reported previously. Likewise, although both L. donovani (20) and L. infantum (21) have been well characterized in terms of gene expression related to stage specific differentiation, it is not known if these two parasites react similarly to the stresses associated with mammalian infection. L. donovani and L. infantum are geographically and phylogenetic divergent (22, 23), while having similar parasitism in mice, infecting liver, spleen, and bone marrow (17, 18).

Given the potential for distinct pathologies to be provoked by L. donovani and L. infantum infection and the potential diversity of tissue gene expression and tissue-specific immunopathology, we aimed to investigate simultaneously the host and parasite global gene expression changes within key target organs in infected mice. We performed dual RNA-seq analysis to compile a complete list of differentially expressed host genes (DEGs) as well as the species-specific parasite expressed genes (SSPEG). Our data indicate extensive similarity in host response, but with some infection-specific differences. In contrast, L. donovani and L. infantum isolated from spleen and liver show very few differences in gene expression.

## RESULTS

### Parasite transcriptional profile during L. donovani and L. infantum infections.

We examined host and parasite response at day 35 postinfection in BALB/c mice, as this time point reflects both the establishment of chronic splenic pathology and the onset of hepatic host resistance (17). We applied tissue dual RNA-seq to liver and spleen tissue isolated from uninfected mice and mice infected with either L. donovani or L. infantum amastigotes (Fig. 1A). 

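Liver and spleen RNA came from uninfected BALB/c mice, mice infected with L. donovani and mice infected with L. infantum, each infection started with 30000000 amastigotes. The paper gives 35 days of infection and the sample labels give 36. PolyA-selected RNA was sequenced, so mouse and Leishmania transcripts were read from the same libraries. The count tables hold 4 uninfected, 5 L. donovani-infected and 4 L. infantum-infected mice for each tissue, and 3 of the uninfected mice have both tissues. Libraries of L. infantum replicate 4 in both tissues, uninfected replicate 5 in the liver and uninfected replicate 4 in the spleen have no column and were not analysed here. The paper states that mouse 4 of the L. infantum-infected and of the uninfected group was removed, while the liver table has a column for uninfected mouse 4 and none for 5. Columns were used as named, so whether uninfected liver 4 and uninfected spleen 5 come from 1 mouse is uncertain. The authors aligned reads with STAR to mouse and both Leishmania genomes joined together and counted reads per gene with HTSeq-count. Mouse counts per library, recovered from the authors' average log2 CPM, were 6323771 to 28151204 in the liver and 7566710 to 32756720 in the spleen. Medians were 15173870.5, 11097774 and 19060782 in uninfected, L. donovani-infected and L. infantum-infected livers, and 10036164, 12752136 and 21234307 in the spleens. Parasite counts were far fewer, at 9807 to 88793 per infected liver and 18893 to 157655 per infected spleen. The deposited mouse tables list 8142 liver and 6058 spleen genes, each with an adjusted p under 0.05 in at least 1 of the authors' 3 comparisons, and so hold no gene that passed in none of them. Here each gene was tested again with edgeR's quasi-likelihood test, using the recovered totals and the authors' normalization factors, and p-values were adjusted by Benjamini-Hochberg over the 28824 liver and 31472 spleen genes that the authors adjusted over. A host gene was called DE at an adjusted p under 0.05, an absolute log2 fold change over 1 and an average log2 CPM over 1. The paper writes its abundance limit as CPM over 1, while the genes it counts have an average log2 CPM over 1. Gene lists for pathways and cell types were written before the deposited tables were examined, but after the paper's supplementary values had been seen. The choice of lists may thus not be independent of the paper's results. Counts for a list refer to its members present in these tables. Members that passed in no comparison are thus missing, so a high share passing is partly built in. Of all 8142 liver rows, 5601 and 6069 had an adjusted p under 0.05 in edgeR's quasi-likelihood test (L. donovani and L. infantum against uninfected). Of all 6058 spleen rows, 4032 and 3851 did.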

Spleen and liver parasite burdens (as assessed by mRNA abundance for *Amastin*) are shown in Fig. 1B. 

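Amastin LdBPK_080710.1, which encodes a surface glycoprotein of amastigotes, gave 16.1 ± 7.97 CPM of the mouse total (SD, n = 5) in L. donovani-infected livers and 11.0 ± 4.90 (SD, n = 4) in L. infantum-infected livers. In the spleen it gave 35.8 ± 8.83 (SD, n = 5) and 21.6 ± 6.14 (SD, n = 4), respectively. The spleen difference was 1.66-fold (2-sided exact permutation test, p = 0.0397) and the liver difference was 1.46-fold (p = 0.333, same exact test, 126 splits in each). Amastin CPM of the parasite total differed by 1.02-fold in the spleen (exact permutation test, p = 0.786), so the spleen difference followed the amount of parasite RNA. All parasite genes together made up 2572 ± 1230 and 1785 ± 1090 CPM of the mouse total in L. donovani-infected and L. infantum-infected livers (SD, n = 5 and 4; exact permutation test, p = 0.381). In the spleens they made up 5250 ± 1460 and 3299 ± 1280 (SD, n = 5 and 4; exact permutation test, p = 0.0873). The amastin genes are a multigene family, and reads shared between copies make the level of a single copy uncertain.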

The extent of hepato-splenomegaly is shown in Fig. 1C and was not significantly different between the two infections.

**FIG 1:**
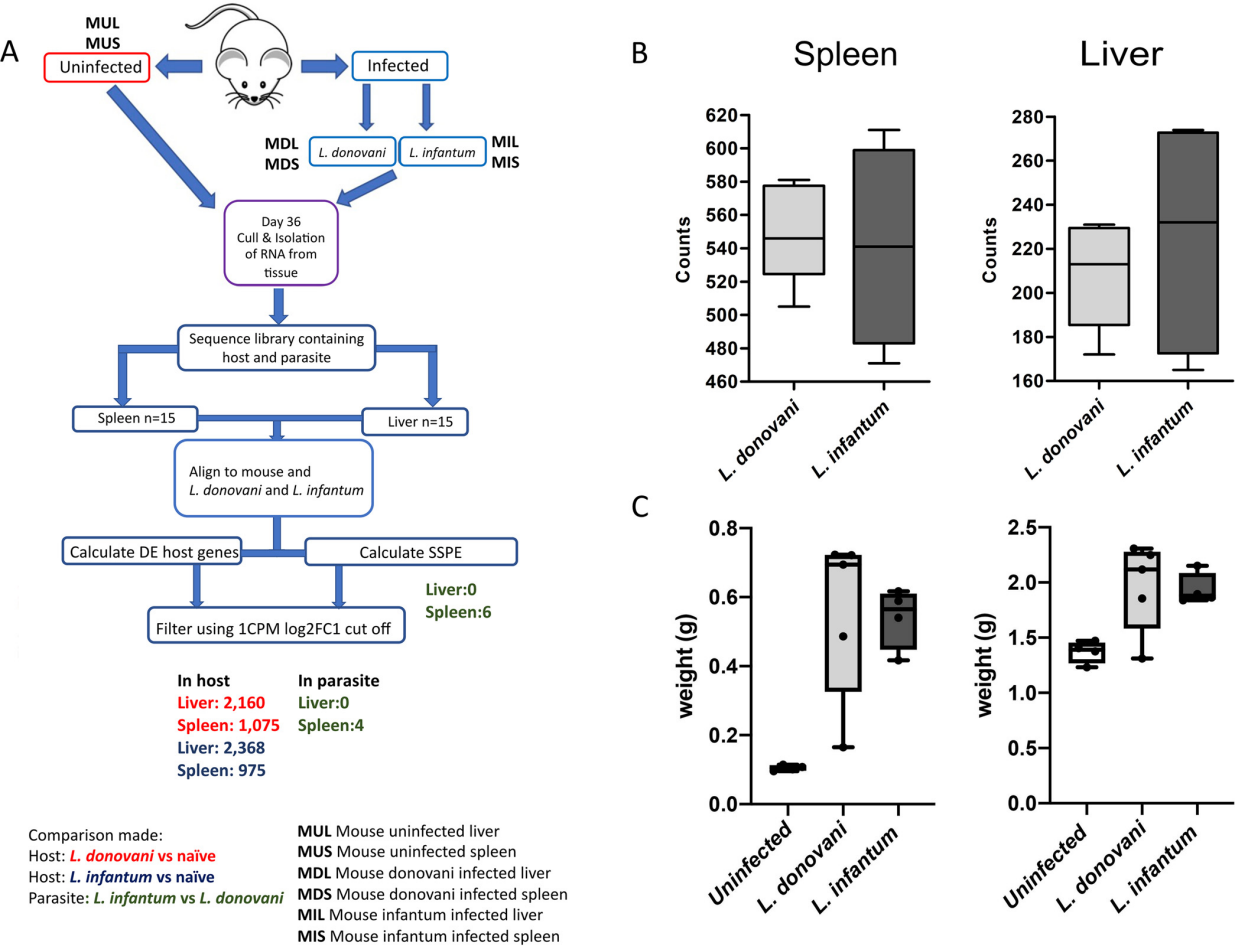
Dual-RNASeq analysis of L. donovani and L. infantum infection in BALB/c mice. (A) Schematic representation of the experimental design. BALB/c mice were infected for 35 days (*n* = 5 mice per group). M1-5, mouse 1–5; U, uninfected; S, spleen, L, liver; M1US, mouse 1 uninfected spleen. Numbers shown represent DE genes. (B) Amastin counts. Boxplot showing the normalized read count distribution for spleen and liver of infected animals based on the amastigote-expressed gene amastin LdBPK_080710.1 (for L. donovani) and ortholog LINF_080012100 (for L. infantum). (C) Organ weights for spleen (left) and liver (right) in uninfected and infected animals. Box (25th to 75th percentiles) and whisker (min, max) plots with median (line). No significant differences were observed (Mann-Whitney, *P* value > 0.05).

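Parasite genes with at least 1 count numbered 7250 of 7307 listed genes for L. donovani and 7227 for L. infantum in the spleen, and 7092 and 7070 of 7211 in the liver. Both species expressed 7170 of the same genes in the spleen and 6951 in the liver. The summed parasite counts were 399485 for L. donovani and 322433 for L. infantum in the spleen, and 154802 and 144250 in the liver, which left a median of 37, 30, 14 and 13 counts per gene. Genes of the ribosome took 11.0 ± 0.60% of L. donovani and 10.8 ± 1.1% of L. infantum counts in the spleen, and 11.2 ± 0.44% and 11.3 ± 1.2% in the liver (SD, n = 5 and 4). Heat shock genes took 2.64 ± 0.12% and 2.96 ± 0.37% of spleen counts, and 3.34 ± 0.17% and 3.28 ± 0.32% of liver counts. Protein kinase genes, though 157 in number, took 1.60 ± 0.12% and 1.51 ± 0.085% of spleen counts.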

For those genes that have syntenic orthologues in both L. donovani and L. infantum, we identified 7,250 L. donovani and 7,227 L. infantum genes expressed in the spleen of an infected mouse and 7,092 L. donovani and 7,070 L. infantum expressed genes in the liver (Table S1 in the supplemental material). 

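The most abundant parasite mRNAs in the liver were those of alpha tubulin, first in L. donovani, and of an HSP70 described as mitochondrial, first in L. infantum. Alpha tubulin (LdBPK_130330.1), a part of the cytoskeleton, was at 16410 ± 985 CPM of the parasite total in L. donovani (SD, n = 5) and 17530 ± 4710 in L. infantum (SD, n = 4). The HSP70 (LdBPK_283000.1), a folding protein, was at 15780 ± 1320 and 18070 ± 3290. Elongation factor 1-alpha (LdBPK_170170.1), which brings tRNAs to the ribosome, reached 14530 ± 1120 and 14680 ± 3530. The folding protein HSP83-17 (LdBPK_330360.1) reached 13980 ± 1460 and 11160 ± 2150. The HSP70 is paired with LINF_280017800 in the liver and LINF_260017400 in the spleen, and HSP83-17 with LINF_330009000 and LINF_290012700. The descriptions of these 2 genes and their match between tissues are therefore uncertain. The 100 genes with the highest average took 20.4% of all parasite counts in the liver and 20.3% in the spleen. The species shared 82 of their top 100 genes in the liver and 91 in the spleen, and the tissues shared 87.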

In both the spleen and liver, the 100 most abundant mRNAs in both species were mainly involved with parasite metabolism. These represent 35 GO term Biological function pathways, with 53 of the genes being ribosomal proteins and therefore associated with translation (GO:0006412). 

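Ranked by the authors' average log2 CPM, 58 of the top 100 parasite genes encoded ribosomal proteins in the liver and 61 in the spleen. By species, these were 58 for L. donovani and 54 for L. infantum in the liver, and 61 and 60 in the spleen. A gene was taken as ribosomal where its description in the tables says ribosomal protein. This leaves out LdBPK_353330.1, described as a protein L31 of the 60S ribosomal subunit, which is among the top 100 in both tissues, so the counts are low by at least this gene.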

Fig. 2 shows the top 50 most abundant mRNAs excluding ribosomal genes, to emphasize additional biological processes that include heat shock proteins, tubulin, histones, and ubiquitin. 

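Among the top 50 genes whose description does not say ribosomal protein, which still include LdBPK_353330.1 of the 60S ribosomal subunit, histones were 5 in the liver and 7 in the spleen, heat shock proteins 3 and 2, and tubulin and ubiquitin 1 each in both tissues. They took 11.9% of parasite counts in the liver and 12.0% in the spleen. Over the 28 genes described with the word histone in both tables, a set chosen after seeing that the tables differ, they took 1.38 ± 0.11% of counts in L. donovani (SD, n = 5) and 1.35 ± 0.17% in L. infantum (SD, n = 4) in the spleen, and 1.03 ± 0.083% and 1.13 ± 0.34% in the liver. The spleen table lists 31 such genes, which took 1.67 ± 0.13% and 1.64 ± 0.20%. The difference between tissues was not tested for the group. Histone genes occur in near-identical copies, and the split of reads between copies is uncertain.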

Of note, six amastin glycoprotein mRNAs (*ama8B*, *ama34D*, and *ama34A* families) were among the most abundant, in keeping with the importance of these surface proteins to tissue amastigotes (24). mRNAs for six hypothetical proteins of unknown function, but conserved in trypanosomatids, were also highly abundant, as was mRNA for the stage-regulated lysosomal cathepsin cysteine peptidase (CPB), a known virulence factor (25). 

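The leading amastin gene (LdBPK_080710.1) ranked 5 in the liver for both species, with 6279 ± 725 CPM of the parasite total in L. donovani (SD, n = 5) and 6798 ± 1640 in L. infantum (SD, n = 4). An amastin-like gene beside it in number (LdBPK_080720.1) gave 3726 ± 686 and 2706 ± 314. Amastin genes held 6 of the top 50 places in each tissue, and hypothetical proteins held 6. Over all 28 amastin genes of the liver table, the family took 1.80 ± 0.094% of L. donovani and 1.72 ± 0.21% of L. infantum counts. Cysteine peptidase B (LdBPK_080960.1) ranked 11 in the liver, at 3326 ± 526 and 3339 ± 763, and 15 in the spleen. None of the named genes passed the test between species, which gave an adjusted p of 1 for each in the liver.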

The expression of tryparedoxin peroxidase, an enzyme crucial for detoxification (26), was also among the 50 top expressed genes by amastigotes of both species, in both spleen and liver.

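Tryparedoxin peroxidase (LdBPK_151140.1), which removes hydroperoxides, ranked 40 in the liver and 43 in the spleen. It had 210 counts in L. donovani and 180 in L. infantum in the liver, and 535 and 383 in the spleen. Its neighbour LdBPK_151120.1, listed with the same L. infantum orthologue, had 41 and 18 counts in the liver, so reads of this gene may be split between copies. The genes of the tryparedoxin and trypanothione system took 0.417 ± 0.043% of L. donovani and 0.449 ± 0.088% of L. infantum counts in the liver (SD, n = 5 and 4), and 0.506 ± 0.037% and 0.476 ± 0.055% in the spleen.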

**FIG 2:**
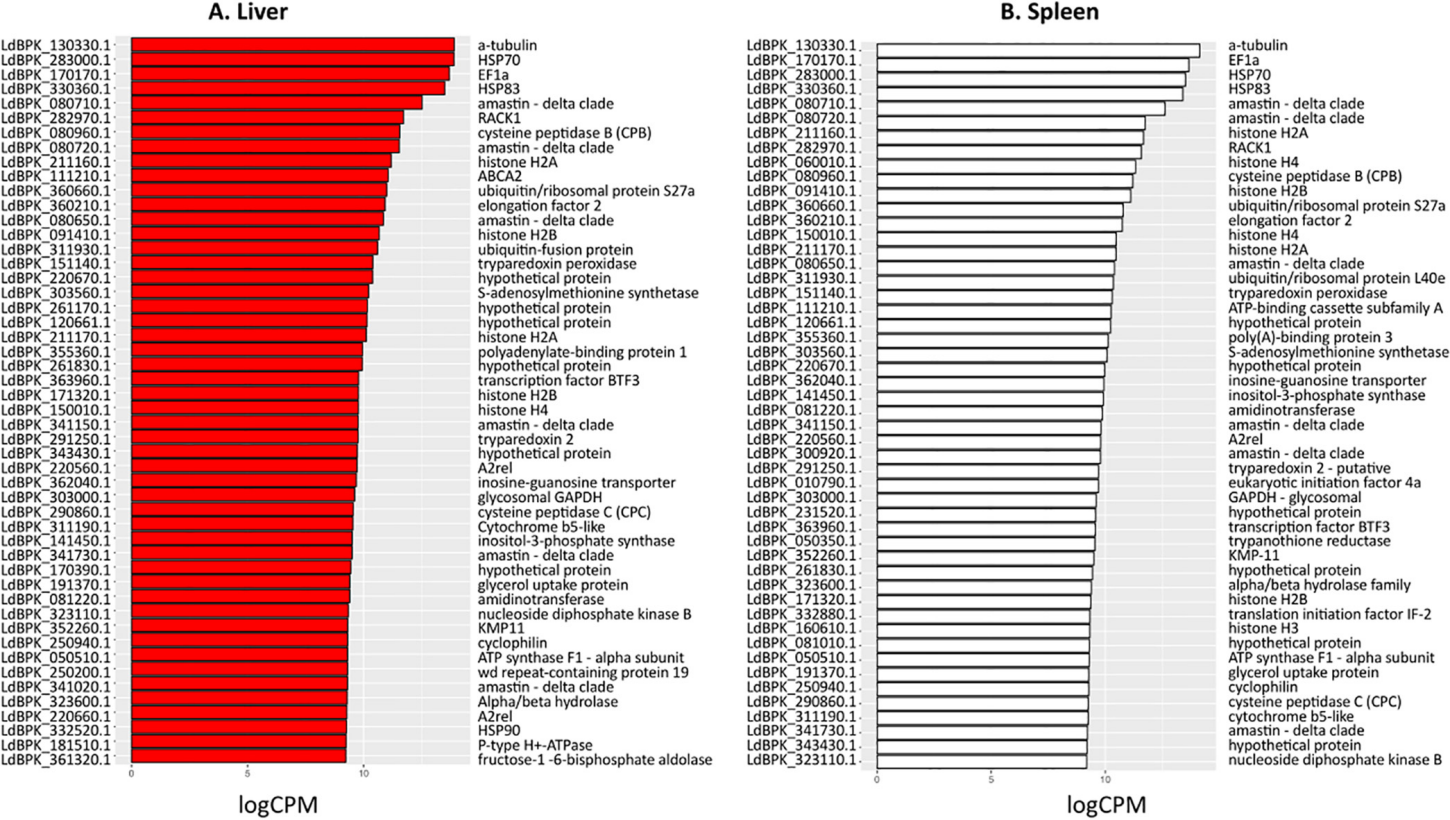
The 50 most highly expressed parasite genes in the liver (A) and spleen (B) excluding ribosomal proteins based on logCPM values shown in Table S1. L. donovani gene annotations are used here; the syntenic L. infantum orthologue gene IDs can be found in Table S1.

### Species-specific parasite expressed genes.

We then asked if there were species-specific parasite expressed genes (SSPEGs) between different organs of infected mice. To address this, we used a combined minimum of 10 L. infantum and L. donovani transcripts from all nine animals as a cutoff for the expression analysis. There were 6,947 genes that passed this filter in the spleen and 6,285 in the liver (Fig. 3 and Table S1). 

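The same minimum left 6947 spleen and 6285 liver genes here, which were tested with edgeR on parasite counts alone. At this depth 3544 liver genes had over 10 counts in both species, and 231 had over 50. In simulated data with the depths of the real libraries, genes changed by 2.5 on the log2 scale were recovered in 65% of cases in the spleen and 16% in the liver, and genes changed by 1.5 in 21% and 0%.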

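Transcripts missing in 1 species of liver amastigotes were rare in the other species too. The genes without a count in L. donovani numbered 119, and their L. infantum counts had a median of 2 and a maximum of 12. If both species expressed every gene at the same level, 87.9 such genes would arise from the number of counts alone. Of the 119, 0 were called by edgeR's quasi-likelihood test.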

In the liver, 119 genes had zero counts in L. donovani but were expressed in L. infantum. 

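By their descriptions, the liver genes with 0 counts in L. donovani included 4 ABC transporters and 5 protein kinases. Glutaredoxin had 6 counts in L. infantum, and glutathione peroxidase had 2. Hypothetical proteins were the largest class, with 47 genes. A difference of so few counts was not detectable as a difference in expression at this depth.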

Among those, there were four genes encoding ABC proteins, six protein kinase genes, and enzymes involved in detoxification, such as glutaredoxin and glutathione peroxidase. Four hundred forty-one genes had zero counts in L. infantum but were expressed in L. donovani in the liver (Table S1). 

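Without a count in L. infantum were 141 liver genes, against 101 under equal expression at these depths. Their L. donovani counts had a median of 2. The highest was 18 counts, for a putative fatty acid elongase (LdBPK_140710.1), followed by 12 for a subunit of the CCR4-NOT complex of mRNA decay (LdBPK_366360.1) and 10 for a protein kinase (LdBPK_262460.1). Of the 141, 0 were called between the species by edgeR's quasi-likelihood test.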

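Of the 141 genes, 5 encoded protein kinases and 3 were associated with ubiquitin, and 66 encoded hypothetical proteins. The pentamidine resistance gene had 1 count in L. donovani. A sum of 0 counts among 144250 allows up to 3 counts, so none of these classes could be called absent in L. infantum.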

Among those, there were protein kinases, ubiquitin-associated enzymes, and a pentamidine-resistance protein. In the spleen, 57 genes had zero counts in L. donovani but were detected in L. infantum, while 80 genes had zero counts in L. infantum but were detected in L. donovani, including glutaredoxin (Table S1). 

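The genes with 0 counts in 1 species of the spleen table numbered 57 for L. donovani and 80 for L. infantum, against 42 and 60.5 under equal expression at these depths. The other species gave a median of 1 count for the first and 2 for the second. Glutaredoxin had 1 count in L. donovani. The highest count was 23 in L. infantum, for the RNA-binding protein Lsm7p (LdBPK_260010.1), and 14 in L. donovani.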

As shown in Fig. 1A, there were only 4 SSPEGs following filtering in the spleen, but none in the liver (Fig. 3C and D and Table S1). 

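No spleen gene of 6947 was called between the species by edgeR's quasi-likelihood test, with 262 at an unadjusted p under 0.05. Likewise edgeR's likelihood ratio test and DESeq2 each called 0. In the liver 1 of 6285 genes was called, a conserved hypothetical protein (LdBPK_261170.1) with 52 counts in L. donovani and 145 in L. infantum. Its log2 fold change, L. donovani over L. infantum, was -2.12 (standard error 0.388, edgeR adjusted p = 0.000271). Its level varied widely between mice, at 415.7 ± 495 and 2367 ± 3190 CPM of the parasite total (SD, n = 5 and 4), and DESeq2 did not call it. Without L. infantum replicate 2 its change was -0.74 and was not called (edgeR adjusted p = 1). From the authors' calls the paper concludes that parasite expression differs between the species in the spleen and not in the liver, a contrast between tissues that was not tested here.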

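Lsm7p, a putative partner of the mRNA decay and splicing machinery, had 0 counts in the 5 L. donovani-infected spleens and 23 in 3 of the 4 L. infantum-infected spleens. Scaled to the parasite totals, the summed L. infantum counts were 9.50-fold above a floor of 3 counts over the L. donovani group. This figure leaves out the variation between mice, with 0 to 13 counts per L. infantum-infected spleen, and is not a lower bound. The gene did not pass edgeR's quasi-likelihood test (adjusted p = 0.431). In the liver the same gene (LdBPK_260010.1) had 6 counts in L. donovani and 4 in L. infantum.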

Within the 4 SSPEGs, the Lsmp7 protein gene (LINF_260005000) is expressed by L. infantum in the spleen of infected mice, but there were zero counts in L. donovani. Two hypothetical proteins (LdBPK010410 and LdBPK040220) were more expressed by L. donovani (log2FC > 1.3 in comparison to L. infantum); while the first gene is conserved among trypanosomatids, the second gene is absent from *Trypanosoma* species and could be associated with *Leishmania*-specific molecular pathways.

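LdBPK_010410.1 had 62 counts in L. donovani and 9 in L. infantum in the spleen, a log2 fold change of 2.52 (standard error 0.771, adjusted p = 0.689 from edgeR's quasi-likelihood test). LdBPK_040220.1 had 32 and 2 counts, a log2 fold change of 3.43 (standard error 1.13, edgeR adjusted p = 0.778 from the same test). Both were detected in all 5 L. donovani-infected spleens and in 2 of the 4 L. infantum-infected spleens. In the liver, LdBPK_010410.1 had 16 counts in L. donovani and 12 in L. infantum, and LdBPK_040220.1 had 4 and 7.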

**FIG 3:**
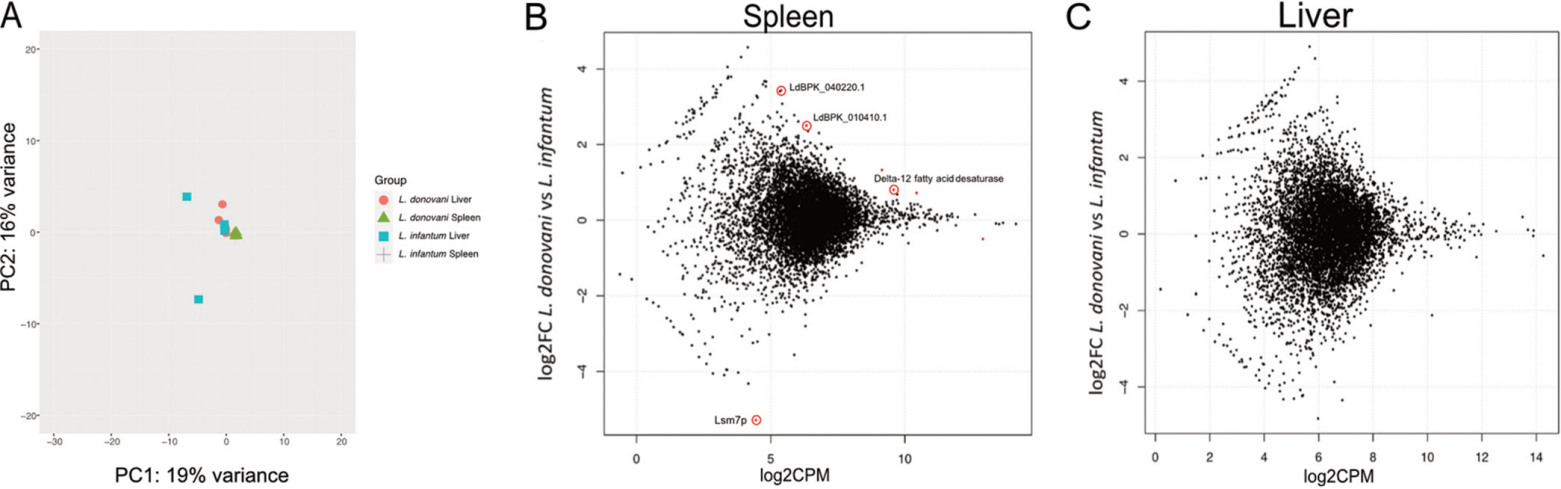
(A) Principal-component analysis of the parasite transcriptome for the spleen and liver. MA plots of SSPE genes between L. donovani and L. infantum in spleen (B) and liver (C). MA plots show the logged ratio between read counts averaged per group, per gene. Genes with an FDR value of < 0.05 are shown in red. MA plots for liver versus spleen in L. infantum infections and L. donovani infections are shown in Fig. S1.

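Parasite libraries of both species and both tissues were examined together, with 7032 genes in 18 libraries after a variance-stabilizing transformation. PC1 did not separate the species (2-sided permutation test, p = 0.25), nor did PC2 (p = 0.61, same permutation test). Positions on PC1 followed the number of parasite counts in a library, with Pearson's r = -0.761 and Spearman's rho = -0.957 against its log2 (permutation p = 1e-05 for each, the smallest 100000 permutations give). Without the 2 libraries farthest from the median, r was -0.788. Each mouse gave 2 of these libraries, so they are not all independent.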

Due to low levels of variation between groups, there was no distinction in parasite gene expression between L. infantum and L. donovani in liver or spleen, as determined by principal component analysis (PCA; Fig. 3A). The fact that we could not identify SSEPGs in the liver is not due to lack of read depth, as a high number of expressed parasite genes were identified (Table S1). 

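Depth limited the comparison in the liver more than in the spleen. The infected livers held 144250 to 154802 parasite counts per species and the spleens 322433 to 399485. Genes with a summed count over 50 in both species numbered 231 in the liver and 1453 in the spleen. A gene can therefore be detected in the liver without enough counts to test a difference in its level.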

The differences in gene expression between the *Leishmania* species are, therefore, tissue specific. Paralog counts for each of the 4 SSPEGs were calculated in both the L. donovani BPK208 and L. infantum JPCM5 reference genomes to check whether the significant differences in mRNA abundance between the two species found in the spleen were due to differences in gene copy number between species. 

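The delta-12 fatty acid desaturase (LdBPK_333420.1), which makes linoleic acid, had 302 counts in L. donovani and 103 in L. infantum in the spleen. This is 822 ± 195 against 350 ± 126 CPM of the parasite total (SD, n = 5 and 4), higher in L. donovani. The log2 fold change of 1.29 (standard error 0.302) did not pass edgeR's quasi-likelihood test (adjusted p = 0.14). It was called only without L. infantum replicate 5 (edgeR adjusted p = 0.0312). In the liver it had 81 and 36 counts, a log2 fold change of 1.30 (standard error 0.582, edgeR adjusted p = 1).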

Three of the four SPPEGs had the same number of paralogs, and the delta-12 fatty acid desaturase had one additional paralog in L. infantum (Table S2). The identification of differential expression (DE) genes was also done using the transcript per million method, which controls for gene length, in order to identify false positive SPPEGs due to orthologue length differences. However, this did not result in additional differentially expressed genes. In addition, reads per kilobase of transcript per million mapped reads (RPKM) values were also generated and correlated between log2FC RPKM and log2FC counts per million (CPM) values, which had an R squared of 0.93 using a filter of log2FC of between −1 and 1. Of all expressed parasite genes, only 48 genes did not correlate, and had a positive log2FC RPKM value and a negative log2FC CPM value. The length of these orthologues in the L. infantum reference and the length of the orthologue in the L. donovani reference for these genes were plotted (Fig. S1A), and 45 of these genes had an identical gene length between the orthologues. This suggests that gene length differences between orthologues does not result in either false positive or false negative SPPEGs.

### Differences in the Leishmania transcriptome is neither tissue nor species dependent.

Gene expression was determined for parasite transcripts in both the spleen and liver for each parasite species to observe whether any differential expression was observed when parasites infect different tissues (Fig. 3C and Fig. S1B, C). In both L. donovani and L. infantum infections, PCA analysis showed no separate clusters for liver and spleen samples for the parasite transcriptome (Fig. 3A). It also shows that there are multiple components with small contributions to the variation, with only 35% explained by the first and second components. 

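PC1 positions of the liver and spleen parasites differed (2-sided permutation test, p = 0.013), and PC2 positions did not (p = 0.73, same permutation test). The spleen libraries held more parasite counts, and PC1 was already tied to that number, so tissue and depth could not be separated on PC1.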

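PC1 explained 15.2% and PC2 12.1% of the variance between parasite libraries, 27.3% together. Restricted to the 500 most variable genes, they explained 18.5% and 16.5%.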

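Histone H4 (LdBPK_150010.1), which packs DNA, had 130 counts in the liver and 717 in the spleen of L. donovani-infected mice. This is 822 ± 190 against 1718 ± 329 CPM of the parasite total (SD, n = 5 mice). It was the only gene called there by edgeR's quasi-likelihood test, with a log2 fold change, liver over spleen, of -1.18 (standard error 0.235, adjusted p = 0.00373), and edgeR's likelihood ratio test did not call it. For L. infantum 1 gene was called, the hypothetical protein LdBPK_261170.1, at 1.72 (standard error 0.363, edgeR adjusted p = 0.0148). The call for LdBPK_261170.1 was lost with the likelihood ratio test, with DESeq2 and with the mouse as a block. Histone copies share reads, and the liver table pairs this H4 copy with LINF_150005000 while the spleen table pairs it with LINF_020005100. Its level and its difference between the tissues are therefore uncertain.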

Only one parasite gene, histone H4, was DE in L. donovani when comparing spleen and liver, and none in L. infantum. These analyses indicate that there is no detectable discriminatory transcriptional signature between spleen and liver amastigotes for either L. donovani or L. infantum infections.

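In simulated data with the depths of these libraries, a gene changed by 2.5 on the log2 scale between tissues was recovered in 55% of cases in L. donovani and 24% in L. infantum. A change of 1.5 was recovered in 13% and 4% of cases. From the absence of separate clusters and of further DE genes, the paper concludes that the amastigotes of the liver and spleen have no detectable transcriptional signature that tells them apart.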

### Host transcriptional response to L. donovani and L. infantum infection.

The host response to infection with L. donovani in murine (17, 27) or hamster models (19, 28), as well as murine infection with L. infantum (21), have previously been described, but a direct comparative study has not previously been undertaken of these two parasite species in the same host genetic background. BALB/c mice infected for 35 days had similar parasite burdens in spleen and liver as assessed by read counts for *Amastin* (LdBPK_080710.1 in the L. donovani BPK reference and L. infantum orthologue LINF_080012100; Fig. 1B) and similar degrees of hepatosplenomegaly, as assessed by organ weight (Fig. 1C).

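Parasite transcripts made up a larger share of the reads in the spleen than in the liver in 9 of 9 infected mice, by 1.09 ± 0.648 on the log2 scale (SD), or 2.13-fold. A 2-sided exact sign-flip permutation test over the 9 mice gave p = 0.0039, the smallest it allows. The rise was alike for both species, at a mean log2 difference of 1.11 for L. donovani and 1.07 for L. infantum. Amastin alone was higher in the spleen in 9 of 9 mice, by 1.17 on the log2 scale (exact sign-flip permutation test, p = 0.0039). These shares count parasite RNA against mouse RNA of the same piece of tissue and not parasites per organ.

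**Figure D1:**
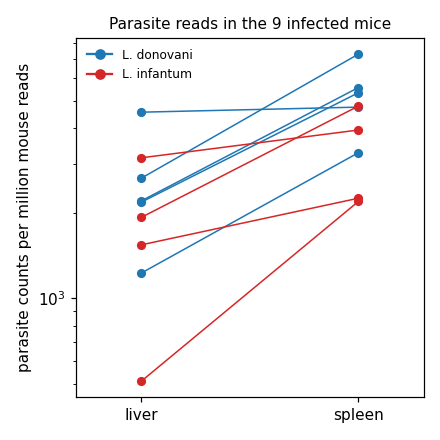
Parasite counts as CPM of the mouse total in the liver and spleen of each infected mouse, on a log axis, with 1 line per mouse (5 infected with L. donovani in blue, 4 infected with L. infantum in red). The share was higher in the spleen in 9 of 9 mice.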

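Infection was the largest source of variation between host transcriptomes. PC1 explained 77.5% of the variance between the 13 livers and PC2 9.13%. Between the 13 spleens they explained 69.5% and 8.70%. The uninfected livers reached at most -56.43 on PC1 and the infected livers at least 12.7, and the uninfected and infected spleens were parted likewise at -27.25 and 7.619. These PCA values rest on the deposited rows, which the authors had selected for a difference between the groups, so the share on PC1 is larger than it would be over all genes. Within the liver, L. infantum replicate 5 lay apart on PC2, at -45.76 against 2.261 for the nearest library of its group.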

PCA analysis shows that there is clustering based on infection status, with 88% of the variance explained along PC1 in the liver, and 75% in the spleen (Fig. 4C and F). This variance between uninfected and infected individuals is larger in the liver compared to the spleen (Fig. 4A and Fig. 4D, and the clustering in Fig. 4F). 

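Uninfected and infected livers lay 93.95 units apart on average over the selected genes, and uninfected and infected spleens 49.31. Libraries within the infected group lay 36.31 apart in the liver and 21.33 in the spleen, and the mean distance between the infections was 38.98 and 21.83, close to these. Among 3222 genes listed for both tissues, the change in L. donovani infection differed between tissues for 1926 genes at an adjusted p under 0.05 from edgeR's quasi-likelihood test of the interaction. Of these, 1596 had a more positive log2 fold change in the liver and 330 in the spleen. In L. infantum infection 2025 differed, 1668 and 357, respectively. This fit took the libraries as independent, though most mice gave both tissues. With the mouse as a block, 1699 genes differed in L. donovani and 1806 in L. infantum infection. The inducible nitric oxide synthase gene Nos2 rose by 5.00 log2 units more in the liver than in the spleen in L. donovani infection and by 4.74 more in L. infantum infection. The B cell chemokine gene Cxcl13 rose in the liver, by 4.27 and 4.45, and fell in the spleen, by 1.58 and 1.43 on the log2 scale.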

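Genes that rose in L. donovani infection included those of a chemokine, a hormone receptor and several enzymes. The monocyte chemokine gene Ccl8 had 1 count in all 4 uninfected livers and 2727 in the 5 infected livers, a ratio of 2350 (95% counting interval 421 to 92800). The vitamin D receptor gene Vdr and the leukocyte cystatin gene Cst7 had 0 counts in uninfected livers. Their summed infected counts were 121-fold and 118-fold above a floor of 3 counts over the group. These figures leave out the variation between mice and are not lower bounds. The metalloprotease gene Mmp12 rose by a log2 fold change of 8.36 in the liver. In the spleen the prostaglandin synthase gene Ptgs2 went from 3 counts to 1845, a ratio of 355 (121 to 1720), and the itaconate synthase gene Acod1 rose by 7.60. The largest falls were in Mup18, a urinary protein gene of hepatocytes (-5.32 in the liver), and Cd209b, a lectin gene of marginal zone macrophages (-5.12 in the spleen). Mup and Cyp2c genes are near-identical families whose reads may be split. With edgeR's quasi-likelihood test, 2111 liver genes were DE, 1769 higher and 342 lower, and 934 spleen genes, 529 higher and 405 lower. The balance changed with the scaling. The liver had 1535 higher and 612 lower with edgeR's RLE factors and 1560 and 614 with DESeq2. In the spleen most were then lower, at 428 higher and 593 lower and at 447 and 638. Both were scaled over the deposited rows alone, which the authors selected as DE, and this can move the balance by itself. The test called 2109 of the authors' 2160 liver calls and 933 of their 1075 spleen calls.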

In L. donovani infections, we identified 2,160 DE host genes in the liver and 1,075 in the spleen relative to uninfected controls (Fig. 4A and D and Fig. S2A-D). DE genes were identified with a cutoff log2FC > 1, CPM > 1, and false discovery rate (FDR) value of < 0.05. 

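Infection with L. infantum also raised Ccl8, Ptgs2 and Acod1. Ccl8 had 3009 counts in infected livers against 1, a ratio of 2120 (95% counting interval 380 to 83800), and Ptgs2 had 2554 against 3 in the spleen, a ratio of 431 (147 to 2090). Acod1 rose by 8.20 in the liver and 7.94 in the spleen on the log2 scale. Mup18 fell most in the liver, by 6.30 on the log2 scale, and Cd209b in the spleen, by 4.89. DE genes numbered 2327 in the liver, 1898 higher and 429 lower, and 840 in the spleen, 486 higher and 354 lower (edgeR's quasi-likelihood test). With edgeR's RLE factors and with DESeq2, again scaled over the deposited rows alone, the liver had 1676 higher and 802 lower and 1642 and 809. The spleen's balance then turned, to 386 higher and 542 lower and 405 and 584. TMM over the deposited rows, chosen after the data were seen, gave 422 and 434 in the spleen. The spleen count fell to 636 without L. infantum replicate 1.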

In L. infantum infections, there were 2,368 DE genes in the liver and 975 in the spleen, relative to uninfected controls. There were 1,939 DEGs commonly identified across both infections in the liver, representing 89.8% and 81.9% of all infection induced genes in L. donovani and L. infantum infected mice, respectively. 

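The DE genes common to both infections in the liver were mostly increases, with 1654 higher and 235 lower (1442 and 444 with edgeR's RLE factors, 1466 and 450 with DESeq2). They numbered 1889, or 89.5% of the DE genes of L. donovani infection and 81.2% of those of L. infantum infection. Independent lists of these sizes within the table would share 538.7 higher and 23.54 lower genes. Both infections were compared with the same 4 uninfected livers, which adds to the overlap. The MHC class II chain gene Cd74, for example, rose by log2 fold changes of 5.44 and 5.18, and Marco, a scavenger receptor gene of macrophages, by 5.52 and 5.49.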

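The fold changes of the 2 infections were correlated across genes. Across 6233 liver genes, the log2 fold changes had Pearson's r = 0.9638 (r squared 0.9288) and Spearman's rho = 0.9377, and 97.9% had the same sign. Across 4917 spleen genes, r was 0.9682 (r squared 0.9374) and rho 0.9517, with 99.7% of the same sign. Both sets of fold changes share the uninfected libraries, and simulated groups without any effect gave r = 0.525 in the liver and 0.537 in the spleen, with 67.7% and 68.2% of the same sign. The covariance was 2.477 against a simulated 0.0332 in the liver, and 1.127 against 0.0386 in the spleen. With different uninfected mice for each infection, r was 0.9176 to 0.9289 in the liver and 0.8461 to 0.905 in the spleen. These correlations run across genes, which are not independent replicates, and the genes were selected by the authors for a difference.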

There was 93% correlation in the liver and 94% in the spleen between the uninfected and infected log2FC in the L. donovani and L. infantum infections (Fig. 4B, E and Fig. S2E, F). The greatest outlier, shown in both A and B, is Nxph4. However, this is due to >700 counts in two individuals versus less than five in the remaining 3 individuals. 

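Nxph4, which encodes the secreted neurexin ligand neurexophilin 4, had 852 counts in the 5 L. donovani-infected livers, 21 in the L. infantum-infected livers and 0 in the uninfected livers. Its level in L. donovani-infected livers was 16.4 ± 22.6 CPM (SD, n = 5), a spread wider than the mean. In the spleen it was likewise 28.2 ± 39.5 CPM (SD, n = 5) in L. donovani infection, with 2299 counts against 5 in L. infantum infection and 3 in uninfected mice. The call by edgeR's quasi-likelihood test (adjusted p = 0.0198 in the liver, 0.0183 in the spleen) therefore rests on single mice.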

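Coch, which encodes cochlin, a matrix protein of the splenic stroma, had a log2 fold change of -1.73 in L. donovani-infected and 4.04 in L. infantum-infected livers. Neither passed edgeR's quasi-likelihood test (adjusted p = 1 and 0.0726). The difference between the infections was 5.77 (edgeR adjusted p = 0.292). The level in L. infantum-infected livers was 11.6 ± 22.6 CPM (SD, n = 4) and came from replicate 5, a library that also held B cell and red cell transcripts at levels unlike the other livers.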

The other outlier is Coch; however, this is not significantly different between L. infantum and L. donovani (Table S3). In the spleen, 789 DEGS were common between the two infections, representing 73.4% and 80.9% of all infection induced genes in L. donovani and L. infantum infected mice, respectively (Fig. 4E and Table S3). In addition to these commonly expressed genes, the livers of mice infected with L. donovani and L. infantum had 221 and 429 unique DEGs, and the spleen had 286 and 186 unique DEGs for L. donovani and L. infantum, respectively.

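In the spleen 676 DE genes were common to both infections, 428 higher and 248 lower, against 52.29 and 29.16 for independent lists of these sizes. With edgeR's RLE factors 340 were higher and 395 lower, and with DESeq2 356 and 435. Both scale over the deposited rows alone, which the authors selected as DE. The turn may thus be partly built in, and the balance of directions stays uncertain. They made up 72.4% of the DE genes of L. donovani infection and 80.5% of those of L. infantum infection. Common increases included the fatty acid carrier gene Fabp5 (log2 fold change 2.05 and 1.76) and the acute phase gene Saa3 (5.06 and 5.38). Common decreases included Cxcl12 (-1.54 and -1.48) and Il7 (-1.61 and -1.47), which support lymphocytes from the stroma, and the Langerhans cell lectin gene Cd207 (-4.75 and -3.49). The count of common genes was 549 to 693 when single mice were left out.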

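Most genes called in 1 infection had the same sign in the other, but the shared uninfected libraries would give much of this. Of 222 liver genes called in L. donovani infection alone, 212 had the same sign in L. infantum infection and 107 passed an adjusted p under 0.05 there. Their median absolute log2 fold change was 1.14 in L. donovani and 0.848 in L. infantum infection, on either side of the limit of 1. Of 438 liver genes called in L. infantum infection alone, 430 had the same sign and 205 passed in L. donovani infection. Of the 258 and 164 spleen genes called in 1 infection, 256 and 164 had the same sign in the other. Simulated groups without any effect gave the same sign for 67.7% of all liver and 68.2% of all spleen genes, and for 94.1% and 93.1% of those selected by their p as the deposited rows were. With different uninfected mice for each infection, 211 to 213 and 425 to 431 liver genes and 254 to 256 and 162 to 164 spleen genes had the same sign, though these genes had been called with all the uninfected mice. Compared directly, the infections differed in 33 liver genes, 12 higher and 21 lower in L. infantum infection (1377 at an unadjusted p under 0.05, edgeR's quasi-likelihood test). This count depends on the setting. It was 77, with 43 higher and 34 lower, by edgeR's likelihood ratio test, 68 (32 and 36) by DESeq2, 18 in a fit of only these 2 groups and 3 with glmTreat. It was 21 without L. donovani replicate 1 or L. infantum replicate 2, and 20 without L. donovani replicate 3. Clock genes were among them, with Per3 higher by 2.54 (edgeR adjusted p = 0.00228) and Arntl lower at -2.07 (adjusted p = 0.0037) in L. infantum infection. In the spleen 0 genes differed between the infections, with 553 at an unadjusted p under 0.05, 4 by edgeR's likelihood ratio test and 4 by DESeq2. Of the 438 liver genes, 171 were no longer called without L. infantum replicate 5.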

**FIG 4:**
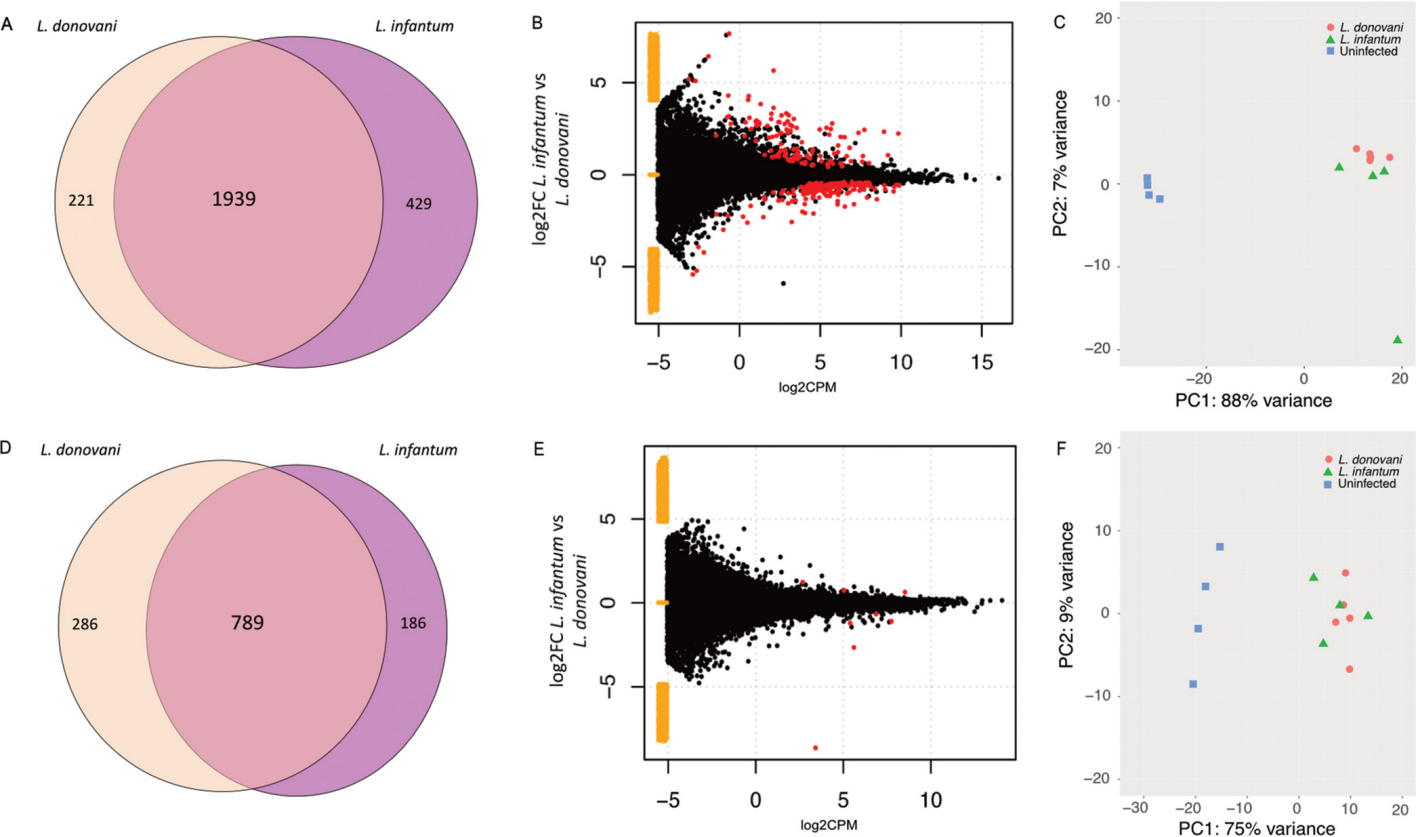
(A) Venn diagram of differentially expressed host genes in the liver. Overlap shows the host genes that are DE in both infections. (B) MA plot with the DE host genes identified for L. infantum and L. donovani infected mice in the liver. Yellow points represent genes expressed in one condition, but not the other. (C) PCA analysis for genes expressed in the liver. Comparisons between uninfected and L. infantum infected and uninfected and L. donovani infected mice in the liver are shown in Fig. S2. (D) Venn diagram of differentially expressed host genes in the spleen. Overlap shows the host genes that are DE in both infections. (E) MA plot with the DE host genes identified for L. infantum and L. donovani infected mice in the spleen. (F) PCA analysis for genes expressed in the spleen.

As an example of potentially relevant unique DE genes, arachidonate 5-lipoxygenase expression (Alox5) was increased solely in the L. donovani-infected spleen (log2FC 1.09). 

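Alox5 (ENSMUSG00000025701, chromosome 6 of GRCm38 from 116410077 to 116461178) had 3.79 ± 1.82 CPM in uninfected spleens (SD, n = 4). It had 8.00 ± 2.87 CPM in L. donovani-infected (SD, n = 5) and 7.36 ± 3.37 in L. infantum-infected spleens (SD, n = 4). The log2 fold changes were 1.09 (standard error 0.40, adjusted p = 0.101) and 0.99 (standard error 0.413, adjusted p = 0.185) in edgeR's quasi-likelihood test, and neither passed. The infections differed by -0.10 (edgeR adjusted p = 1). In the liver Alox5 changed by 1.77 and 1.88.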

Since this enzyme is a major player in the synthesis of leukotrienes and arachidonic acid, it is possible that such lipid mediators are also increased in the L. donovani spleen (29, 30). Due to its capability to metabolize oxidized fatty acids and generate lipoxin and resolvins as well, it can also contribute to counteract inflammation (30, 31). Since RNA-seq studies cannot give a picture of the relative amounts of lipid mediators in the tissue to allow predictions on the degree of inflammation, metabolomic studies would be more appropriate to address such potential differences (32). Among the unique host DE genes for each parasite species, some were related to the immune response. For example, we detected significant increased expression of the chemokine receptor CCR2, and of matrix metalloprotease (MMP9), and significant decreased expression of CCR4 and CXCR5 in L. donovani infected spleens, while the levels in L. infantum infected spleens were not significantly different from the uninfected spleen. 

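Ccr2, the receptor that brings monocytes into tissue, rose in both infections, by 1.34 (standard error 0.202, edgeR adjusted p = 0.000474) in L. donovani-infected and 0.98 (standard error 0.208, adjusted p = 0.0064) in L. infantum-infected spleens. Cxcr5, which guides B cells into follicles, fell in both, with -1.07 (edgeR adjusted p = 0.00737) and -0.88 (adjusted p = 0.0332). Mmp9, a gelatinase gene of neutrophils, rose in L. donovani infection by 1.15 (standard error 0.296, edgeR adjusted p = 0.0181), and its change of 0.86 in L. infantum infection did not pass (adjusted p = 0.0914). Ccr4, a receptor of regulatory and helper T cells, changed by -1.19 (adjusted p = 0.0872) and -1.11 (adjusted p = 0.162), and passed in L. donovani infection with edgeR's likelihood ratio test and DESeq2. None of the 4 differed between the infections, where 0 spleen genes were called. Of 13 listed chemokine receptors, 4 were higher and 6 lower in L. donovani infection (4 and 9 when adjusted over the list alone), and 3 higher and 5 lower in L. infantum infection (4 and 7). The call of Mmp9 was lost without uninfected replicate 3 or 5. It was also lost with the replicate block, which joins different animals of the groups by their number alone and so cannot judge the call.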

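Tnf transcripts were 9.47 ± 4.78 CPM in uninfected spleens (SD, n = 4), 19.8 ± 2.14 in L. donovani-infected (SD, n = 5) and 18.4 ± 5.88 in L. infantum-infected spleens (SD, n = 4). Tnf rose in both by edgeR's quasi-likelihood test, at adjusted p = 0.0203 and 0.0431, with standard errors of 0.277 and 0.288 on log2 fold changes of 1.06 and 0.95. The difference between the infections was -0.10 (edgeR adjusted p = 1). The call in L. donovani infection was lost with DESeq2, scaled over the deposited rows alone, and without uninfected replicate 1, 2 or 5.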

In L. donovani infected spleens, TNF-α upregulation also passed the filter as significantly different from uninfected controls, while not in the L. infantum infected spleen. Likewise, among unique DE genes, there was a significant decrease in the expression of CCR9 in the spleen and increase of CXCR5 in the liver of L. infantum infected mice. 

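Ccr9, a gut homing receptor gene, fell in both infections of the spleen, at -0.89 (standard error 0.164, edgeR adjusted p = 0.00211) in L. donovani and -1.01 (standard error 0.174, adjusted p = 0.00155) in L. infantum infection. Cxcr5 in the liver rose in L. infantum infection by 2.87 (standard error 0.924, adjusted p = 0.0344 from edgeR's quasi-likelihood test), against 0.29 in L. donovani infection (adjusted p = 1). Its level there was 4.79 ± 7.45 CPM (SD, n = 4), carried by replicate 5, and the infections did not differ (edgeR adjusted p = 0.447). Of 14 listed chemokine receptors in the liver, 11 were higher and 0 lower in L. donovani infection (12 and 0 when adjusted over the list alone), and 13 higher and 0 lower in L. infantum infection (14 and 0).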

Chemokine receptor expression can have a great impact in the homing of immune cells. Since we cannot predict if the changes in the expression for chemokine receptors occur in specific cell types, it is possible that greater differences of host species specific DE genes will be observed when RNA-seq of specific cellular subsets purified from the infected spleen is performed. This might be relevant in the context of cellular recruitment to tissues, since the protein gradient of chemokines laid on the extracellular matrix combined with the amount of surface expression of their receptors in immune cells dictate the timing, specific cellular subtypes, and number of cells that enter the infected organs. 

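Il1b (ENSMUSG00000027398) rose in both infections of the spleen. It had 49.6 ± 9.06 CPM in uninfected (SD, n = 4), 72.8 ± 16.3 in L. donovani-infected (SD, n = 5) and 106 ± 9.55 in L. infantum-infected spleens (SD, n = 4). The log2 fold changes were 0.56 (standard error 0.149, adjusted p = 0.0231) and 1.10 (standard error 0.157, adjusted p = 0.000362) from edgeR's quasi-likelihood test. The difference of 0.54 between the infections did not pass (edgeR adjusted p = 1). Casp1, whose product processes the cytokine, rose by 0.60 and 0.61. With DESeq2, scaled over the deposited rows alone, the fold change of Il1b in L. infantum infection fell under the limit of 1.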

More strikingly, the expression of IL1β, a cytokine that results from inflammasome activation, was significantly increased only in the L. infantum-infected spleen. Generation of bioactive IL1β depends on caspase 1 activation, which was expressed in the infected spleen, creating a scenario where IL1β-dependent downstream effects could take place in L. infantum infection. On the other hand, the expression of an inflammasome gene, NLRP3, appeared as specifically upregulated in the L. donovani-infected spleen, while no elevation in IL1β expression was observed. 

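Nlrp3, the sensor of the inflammasome, rose in both infections of the spleen, by 1.08 (standard error 0.172, edgeR adjusted p = 0.000731) in L. donovani and 0.89 (standard error 0.178, adjusted p = 0.00443) in L. infantum infection. The infections differed by -0.19, which did not pass edgeR's quasi-likelihood test. Of 7 listed inflammasome genes in the spleen, 7 were higher and 0 lower in both infections (7 and 0 when adjusted over the list alone), of which 2 and 1 passed the limit of 1. In the liver 10 of 10 were higher in both (10 and 0 when adjusted over the list alone). The call of Nlrp3 over the limit of 1 was lost with DESeq2, scaled over the deposited rows alone, and without uninfected replicate 3.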

In agreement with that, it has been proposed that in infected macrophages, L. donovani subverts inflammasome activation and the consequent cellular pyroptosis (33).

To obtain a broad overview of immune related pathways, we examined cytokine, chemokine, and TLR genes that were significantly DE in infected mice (Fig. 5). 

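Of the 63 immune genes that Fig. 5 shows for the liver, 56 were higher and 3 lower in L. donovani infection (58 and 3 when adjusted over the list alone), and 58 higher and 0 lower in L. infantum infection (59 and 2). Of the 46 shown for the spleen, 30 were higher and 10 lower in both infections (35 and 11, and 33 and 11, when adjusted over the list alone). The paper chose these genes as DE in the same libraries, so the counts are not independent evidence. Of 28 listed chemokine ligands in the liver, 26 were higher and 1 lower in L. donovani infection (27 and 1 when adjusted over the list alone), and 25 higher and 0 lower in L. infantum infection (26 and 0). Of 20 in the spleen, 15 were higher and 2 lower, and 16 higher and 2 lower (18 and 2, and 16 and 2, when adjusted over the list alone). Of 23 cytokines in the liver, 18 and 22 were higher and 0 lower (19 and 22 when adjusted over the list alone), and of 15 in the spleen, 10 were higher in each and 3 and 2 lower (10 and 3, and 11 and 4). Of 12 Toll-like receptors in the liver, 11 were higher in each, and 1 and 0 lower (11 higher and 1 lower in each when adjusted over the list alone). Of 8 in the spleen, 5 and 3 were higher and 1 lower (6 and 5 higher and 1 lower when adjusted over the list alone).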

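Genes that IFN-gamma switches on rose in both tissues. Of 40 listed genes in the liver, 40 were higher and 0 lower in each infection (40 and 0 when adjusted over the list alone). Of 41 in the spleen, 40 and 39 were higher and 0 lower (41 and 40 when adjusted over the list alone). Examples are Cxcl9, which draws T cells (liver log2 fold change 5.38 and 5.09, spleen 3.47 and 3.46), and Ubd, an inducible ubiquitin-like protein gene (8.36 and 8.27, 4.48 and 4.29). Type I interferon genes followed, with 23 and 22 of 23 higher in the liver (23 and 22 when adjusted over the list alone), and 15 and 18 of 21 higher and 0 and 1 lower in the spleen (19 higher and 2 lower in each). All 10 genes of MHC class II presentation rose in the liver (10 when adjusted over the list alone). In the spleen 6 of 8 rose and 1 fell in each infection (6 and 2, and 6 and 1, when adjusted over the list alone). Against the other genes of the table, the IFN-gamma list kept its call with an estimated correlation between genes, at limma adjusted p = 0.00526 and 0.00344 in the spleen (camera), and it was the only spleen list to do so. In the liver 10 of 44 lists in each infection kept theirs, and all 3 of these interferon and MHC lists did (limma adjusted p = 0.0015, 0.041 and 0.0289 in L. donovani, and 0.00316, 0.0366 and 0.0366 in L. infantum infection).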

When analyzed as a whole, the host response to L. donovani and L. infantum infections for lymphokines and immune response-related enzymes is largely similar in both organs. 

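Genes of T cells, cytotoxic cells and macrophages rose in the liver in both infections. Whether cells entered the liver or resident cells changed was not tested. All 14 T cell genes, 10 genes of T cell activation and inhibition, 12 NK and cytotoxic genes and 19 monocyte and macrophage genes were higher in each (14, 10, 12 and 19 when adjusted over the list alone). Cd3e, a chain of the T cell receptor, rose by 4.47 and 4.24 on the log2 scale, and the granzyme gene Gzmb by 6.08 and 6.06. All 7 Kupffer cell and 10 red pulp and marginal zone macrophage genes rose as well (7 and 10 when adjusted over the list alone). Of 9 dendritic cell genes, 6 and 7 were higher and 0 lower (9 and 8 when adjusted over the list alone). Of 14 B cell genes, 1 was higher in L. donovani and 14 in L. infantum infection (1 and 14 when adjusted over the list alone). Without L. infantum replicate 5, the called B cell genes fell from 14 to 9 and their median log2 fold change from 3.47 to 1.21. Of 9 plasma cell genes, 5 and 8 were higher and 1 lower (6 and 8 higher and 1 lower when adjusted over the list alone), and of 5 lymphoid stroma genes, 1 was higher in each and 1 and 0 lower (the same over the list alone). In the spleen, where these cells reside, monocyte and macrophage genes rose, 18 and 17 of 18 (18 and 18 when adjusted over the list alone), and B cell genes fell, 11 of 14 in each infection (14 when adjusted over the list alone). Of 7 spleen T cell genes, 0 were higher and 2 lower in each (0 and 4, and 0 and 2, when adjusted over the list alone). Of 8 NK and cytotoxic genes, 5 were higher and 2 and 3 lower (5 and 3 in each when adjusted over the list alone), and of 6 genes of T cell activation and inhibition, 3 were higher and 2 lower (3 and 2, and 3 and 3). Of 11 plasma cell genes, 9 and 6 were higher and 1 and 0 lower (10 higher in each when adjusted over the list alone). Of 7 dendritic cell genes, 1 was higher and 5 and 4 lower (1 higher, 6 and 5 lower over the list alone), and of 6 lymphoid stroma genes, 1 was higher and 4 lower (1 and 5 over the list alone).

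**Figure D2:**
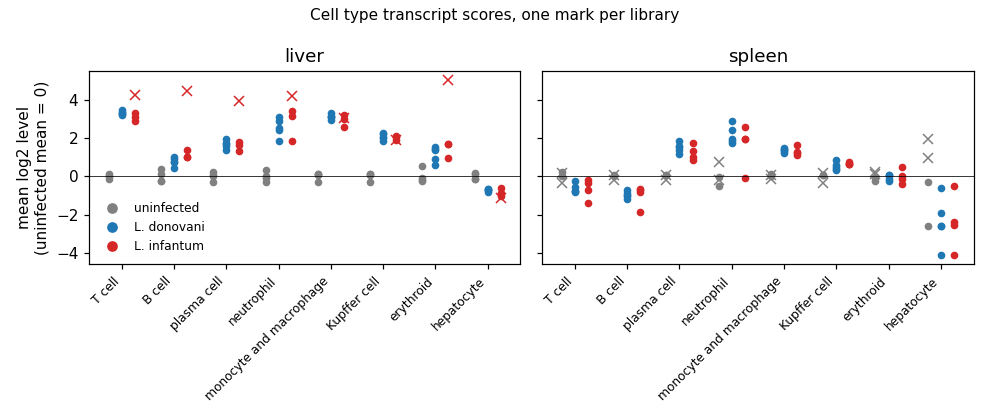
Mean log2 level of the genes of 8 cell type lists in each of 13 liver and 13 spleen libraries, against the mean of the uninfected libraries. Crosses mark L. infantum replicate 5 in the liver, where B cell genes reached 4.46 against 1.35 in the next library of its group, and uninfected replicates 2 and 3 in the spleen.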

Many of the host DE genes common to both infections correspond with pathways associated with a generalized immune response, as described previously for L. donovani (17). Analysis of genes commonly DE in the liver of mice infected with L. donovani or L. infantum in relation to uninfected mice shows that the GO:BP immune system process is the most significantly enriched pathway (adjusted *P* value 3.45 × 10^−110^) followed by immune response (adjusted *P* value 2.634 × 10^−85^). The five most enriched GO term BP annotations in the liver correspond with immune system related gene expression (Fig. S3A, S3B). The five most enriched annotations in the spleen are the same as the most enriched in the liver. In addition, the response to stress is also among the top annotations in the spleen (Fig. S3C, S3D). 

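Genes of sugar use and of oxidative defence rose in both organs. Of 11 glycolysis genes in the liver, 10 were higher in each infection and 0 and 1 lower (the same when adjusted over the list alone), and of 16 in the spleen, 15 were higher and 0 lower (16 and 0). Of 9 genes of oxidative stress and metallothioneins in the liver, 8 were higher in each and 1 and 0 lower (8 and 1 in each when adjusted over the list alone). Of 9 in the spleen, 7 and 6 were higher and 0 and 1 lower (8 and 0, and 7 and 1, when adjusted over the list alone). Uninfected spleens 2 and 3 were also left out, a choice made after hepatocyte transcripts were seen in them. The called genes of the oxidative stress list in the L. infantum-infected spleen then went from 3 higher and 1 lower to 5 and 0. Hmox1, which breaks down heme, rose by 2.45 and 2.39 in the liver. Of 11 acute phase genes in the liver, 10 and 8 were higher and 0 and 1 lower (the same when adjusted over the list alone), and of 4 in the spleen, 3 and 2 were higher and 1 lower. Lcn2, an iron-binding protein gene, rose by 4.87 and 4.45 in the liver.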

The analysis of BALB/c mice infected with L. donovani (17) also showed that the extent of the immune response related DE genes is greater in the liver than in the spleen. This is also suggested in this data set by the enrichment in the top GO BP term for both organs, Immune system process, which has an adjusted *P* value of 3.45 × 10^−110^ in the liver, but 1.034 × 10^−81^ in the spleen. 

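The inducible nitric oxide synthase gene Nos2 (ENSMUSG00000020826, chromosome 11 of GRCm38 from 78920787 to 78960254) had 0.092 ± 0.065 CPM in uninfected livers (SD, n = 4). It reached 151 ± 43 CPM in L. donovani-infected (SD, n = 5) and 102 ± 50.1 in L. infantum-infected livers (SD, n = 4). The log2 fold changes were 10.58 (standard error 0.547, adjusted p = 3.92e-10) and 10.02 (standard error 0.553, adjusted p = 9.25e-10) from edgeR's quasi-likelihood test. Ifng had no count in uninfected livers and 2.36 ± 1.0 and 3.46 ± 0.182 CPM in infected livers. Its summed infected counts were 48.2-fold and 63.7-fold above a floor of 3 counts over the group. Tnf rose from 0.187 ± 0.111 to 10.5 ± 2.19 and 9.16 ± 2.07 CPM, by 5.59 (standard error 0.348) and 5.40 (standard error 0.352). Il21, a helper T cell cytokine gene, also had 0 uninfected counts, and was 15.2-fold and 20.2-fold above such a floor (edgeR adjusted p = 0.00235 and 0.00134). Its average log2 CPM was -0.61, under the minimum of 1. The figures against a floor leave out the variation between mice and are not lower bounds. The chemokine gene Ccl8, with 1 uninfected count, had a fitted 10.69 (standard error 0.607) in L. donovani and 10.43 in L. infantum infection, too close to Nos2 to rank them.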

Among those, the highest fold changes in the infected liver were for *Nos*2 (log2FC > 10), *Ifn*γ (log2FC > 8), *Tnf* (log2FC > 5), and *Il21* (log2FC > 6.6), denoting the sustained high inflammatory environment in this tissue during late infection. In addition, we observed high levels of expression of *Il*27 (log2FC > 4.8), which was not previously observed as a DE gene in micro-array studies (17).

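Il27 (ENSMUSG00000044701) rose in the liver by 4.89 (standard error 0.633, adjusted p = 2.19e-05) in L. donovani and 4.99 (standard error 0.641, adjusted p = 1.85e-05) in L. infantum infection (edgeR's quasi-likelihood test). In the spleen it rose by 2.55 and 2.63.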

**FIG 5:**
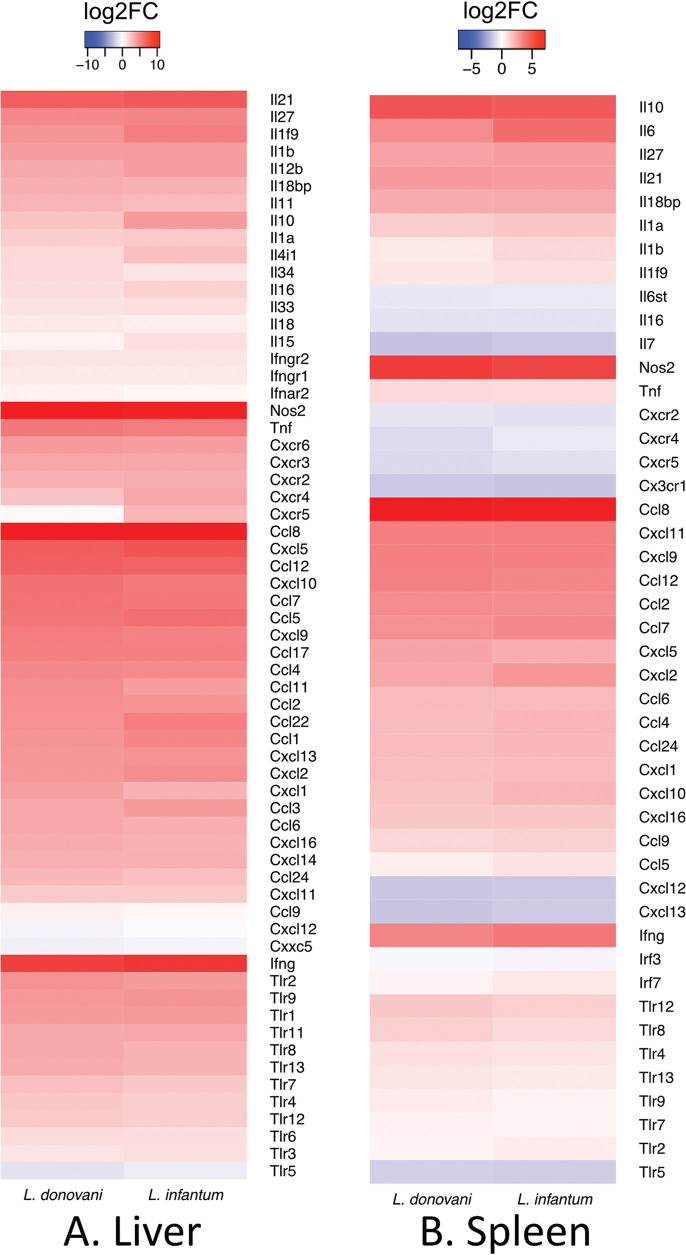
The immune response-related DEGs of the host in L. donovani and L. infantum infections in the liver (A) and spleen (B). The colors represent averaged log2FC changes per group. Red represents genes that are increased in expression following infection, and blue are decreased following infection, in comparison to uninfected controls.

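Nos2 rose in the spleen from 2.54 ± 1.08 CPM in uninfected mice (SD, n = 4) to 122 ± 11.5 in L. donovani-infected (SD, n = 5) and 98.9 ± 36.9 in L. infantum-infected mice (SD, n = 4). The log2 fold changes were 5.58 (standard error 0.305, adjusted p = 2.5e-08) and 5.28 (standard error 0.307, adjusted p = 5.13e-08) from edgeR's quasi-likelihood test. The cytokine gene Ifng rose by 3.35 (standard error 0.317) and 3.72 (standard error 0.324). The interaction of tissue and infection was 4.84 and 4.99 for Ifng, and 4.52 and 4.44 for Tnf, more in the liver. The infected levels of Nos2 in the 2 organs differed by less than the spread between livers, and the uninfected spleen started higher.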

In the spleen, *Nos*2 (log2FC > 5) has the highest fold change in mRNA abundance among defense-related responses, while *Tnf* (>0.95 log2FC <1.05) and *Ifn*γ (log2FC3) had lower fold change increases in mRNA abundance compared to that seen in the liver (Fig. 5). 

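The cytokine gene Il6 had 3 counts in the 4 uninfected spleens, 52 in the 5 L. donovani-infected and 122 in the 4 L. infantum-infected spleens. These are ratios of 10.0 (95% counting interval 3.24 to 50.1) and 20.6 (6.88 to 101), with an adjusted p of 0.0198 and 0.00431 from edgeR's quasi-likelihood test. The average log2 CPM of Il6 was -0.57, under the minimum of 1. It was not analysed here in the liver.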

Unlike in the liver, where *Il6* mRNA abundance was not increased during infection, *Il6* mRNA increased in abundance by >8-fold in the spleen. *Il10* was DE in both L. donovani and L. infantum in the spleen and liver. 

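The regulatory cytokine gene Il10 had 3 counts in uninfected livers, 26 in L. donovani-infected and 91 in L. infantum-infected livers, ratios of 7.46 (95% counting interval 2.29 to 38.5) and 21.4 (7.09 to 106). Its liver log2 fold change of 2.47 in L. donovani infection (standard error 1.04) did not pass edgeR's quasi-likelihood test (adjusted p = 0.129). That of 4.09 in L. infantum infection (standard error 0.994) did (edgeR adjusted p = 0.00598). The difference between the infections did not pass (edgeR adjusted p = 0.944). In the spleen Il10 had 3 uninfected and 161 and 159 infected counts, ratios of 31.0 (10.4 to 152) and 26.8 (9.02 to 132), with fitted log2 fold changes of 4.78 (standard error 0.456) and 4.60 (standard error 0.465). Its average log2 CPM in the spleen was 0.55, under the minimum of 1.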

In the spleen, the log2FC > 4.5 in both infections relative to naive, whereas in the liver the log2FC is lower in naive versus L. donovani infected (log2FC 2.5) compared to L. infantum infected (log2FC 4).

Despite a generalized common defense pathway being observed in both tissues for both parasite species, it is possible that the small, but significantly different, changes in the expression of immune response related genes found in the tissues infected with L. donovani versus L. infantum could, combined, contribute synergistically to provide substantially distinct micro-environments with consequences for long-term pathology.

Next, gene enrichment analysis was performed on the common gene set that was DE in infected mice compared to uninfected controls using EnrichR, and significantly enriched pathways were identified within GO Biological Processes, GO Molecular Function, Wiki Pathways, and KEGG. 

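Neutrophil granule genes rose in the liver in both infections. Of 15 listed neutrophil genes, 14 and 15 were higher and 0 lower (15 in each when adjusted over the list alone). Ngp, which encodes a granule protein, rose by 3.42 (standard error 0.676, adjusted p = 0.00133) in L. donovani and 4.72 (standard error 0.70, adjusted p = 8.45e-05) in L. infantum infection (edgeR's quasi-likelihood test). Of 24 genes of coagulation and fibrinolysis, 10 were higher and 5 lower in L. donovani infection (10 and 9 when adjusted over the list alone), and 10 higher and 13 lower in L. infantum infection (10 and 13). Plau, the plasminogen activator urokinase, rose by 4.19 and 3.74, and its receptor Plaur by 3.74 and 3.65. Factors made by hepatocytes fell, such as the prothrombin gene F2 (-0.41 and -0.62) and the antithrombin gene Serpinc1 (-0.56 and -0.78). As a group, these genes did not pass a test against the other genes of the table (limma's camera, adjusted p = 0.868 and 0.364). That test asks for a net rise or fall, against rows the authors had selected as DE. It therefore cannot judge the paper's enrichment, which counts genes changed either way. Of 10 megakaryocyte and platelet genes, 7 and 10 were higher and 0 lower (10 in each when adjusted over the list alone). Of 18 red cell genes, 3 were higher in L. donovani infection (0 when adjusted over the list alone) and 17 in L. infantum infection (17 over the list alone). Without L. infantum replicate 5, the called red cell genes fell from 17 to 13 and their median log2 fold change from 3.60 to 1.52.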

In the liver (Table S4), the most significantly enriched terms included those related to IFNγ signaling (inflammatory response), neutrophil mediated immunity, coagulation pathways, and hemostasis. A similar analysis was also performed on the 221 genes identified as DE only in L. donovani-infected mice in the liver, and no enriched pathways were identified. The liver DE genes in L. infantum infected mice showed significant enrichment in genes associated with glycine, serine and threonine metabolism (adjusted *P* value 1.34E**^−^**^07^), cysteine and methionine metabolism (adjusted *P* value 1.02E**^−^**^06^), and in cell cycle related genes. This suggests that potential significant changes in amino acid metabolism are specifically found in mice infected with L. infantum, but not with L. donovani. 

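Genes of amino acid breakdown fell in the livers of both infections. Of 21 genes of glycine, serine and threonine metabolism, 2 were higher and 16 lower in L. donovani infection (2 and 19 when adjusted over the list alone), and 2 higher and 18 lower in L. infantum infection (2 and 19). Over the limit of 1, lower genes numbered 2 in L. donovani and 9 in L. infantum infection, and 6 without L. infantum replicate 5. Gldc, of the glycine cleavage system, fell with -0.70 (adjusted p = 0.00191) and -1.56 (standard error 0.157, adjusted p = 1.18e-06), and the infections differed by -0.86 (adjusted p = 0.0208, edgeR's quasi-likelihood test). Cbs, which links serine to cysteine, fell with -0.64 and -1.21 and differed by -0.57 (edgeR adjusted p = 0.0415). Shmt1, which joins serine and one-carbon metabolism, fell alike, with -0.85 and -0.86. The serine synthesis genes Phgdh and Psat1 rose in both infections, by 2.43 and 3.96 and by 2.47 and 3.53. Of 17 genes of cysteine and methionine metabolism, 1 was higher and 13 lower (2 and 13 when adjusted over the list alone), and 2 higher and 14 lower (3 and 14). Over the limit of 1, 1 was lower in L. donovani and 7 in L. infantum infection, and still 7 without L. infantum replicate 5, while the 2 higher went to 0. As groups, both lists lost their call with an estimated correlation between genes (limma adjusted p = 0.177 and 0.121 for the first, 0.141 and 0.115 for the second). Their median log2 fold changes were -0.644 and -0.864, and -0.636 and -0.842. The 27 hepatocyte genes fell by about as much, at -0.673 and -0.825. Of 30 cell cycle genes, 19 and 27 were higher and 0 lower (23 and 30 when adjusted over the list alone). The proliferation marker Mki67 rose by 3.10 and 4.05, and the called cell cycle genes of L. infantum infection fell from 27 to 22 without replicate 5 (median log2 fold change 2.07 to 1.47). From the enrichment among the genes called in L. infantum infection alone, the paper proposes that amino acid metabolism changes in this infection and not in L. donovani infection.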

An overview of the enriched pathways identified from DE common to both species is shown in Fig. 6.

**FIG 6:**
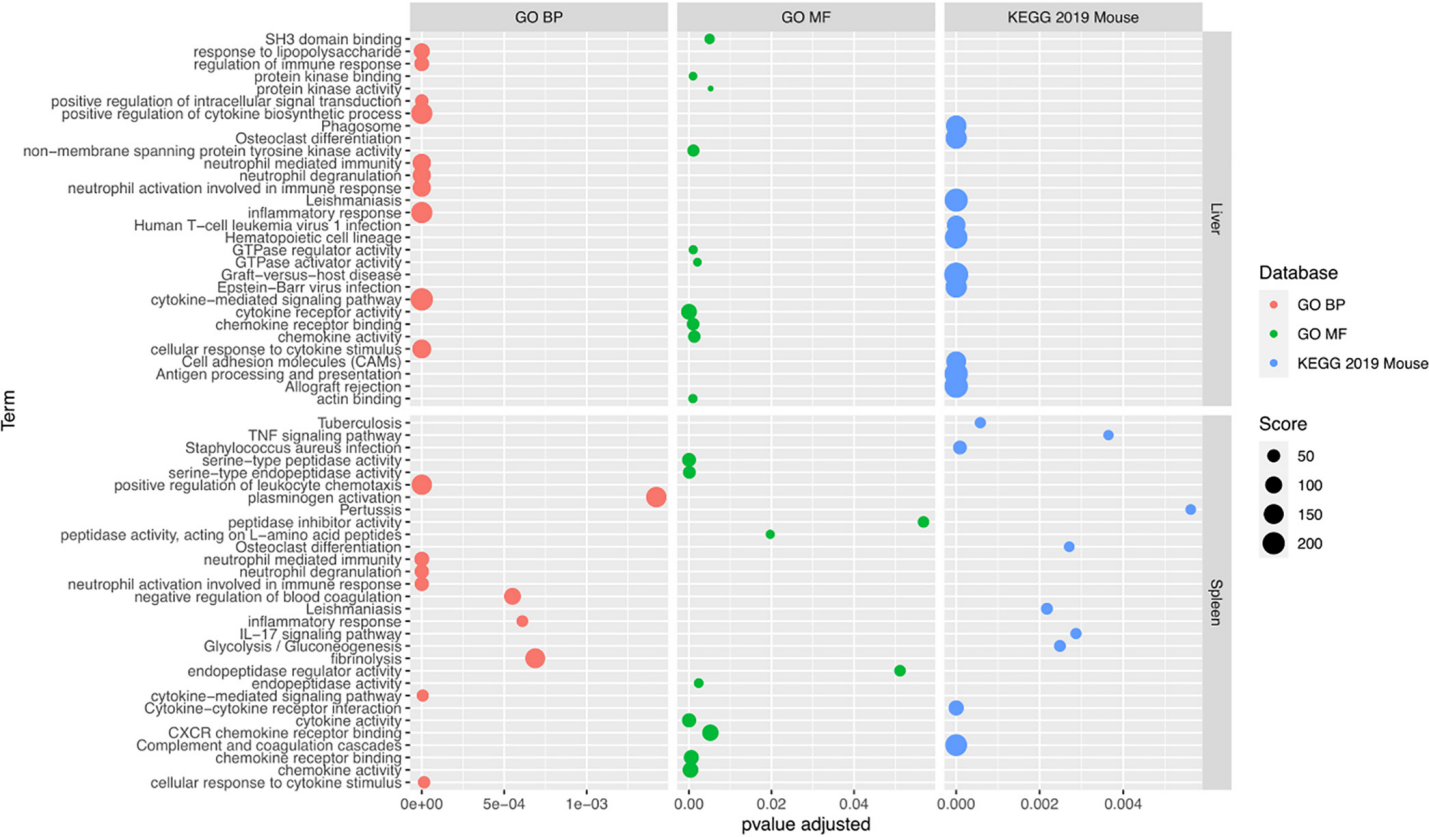
Summary plot of EnrichR data in Tables S4 and S5. The adjusted *P* values (Benjamini-Hochberg correction) showing the significance of the enrichment of the term are shown on the *x* axis. The size of the dot represents the score of the enrichment based on significance and the number of genes involved in the enrichment, with higher scoring enrichments being more significant. The databases used are Gene Ontology Biological Processes (GO BP), Gene Ontology Molecular Processes (GO MF), and the Kyoto Encyclopedia of Genes and Genomes mouse-specific database (KEGG 2019 Mouse).

In the spleen, enriched terms common to both infections mirrored those in the liver (Table S5). Immunity and chemotaxis were highly enriched, with additional prevalence of hemostasis-related biological processes in both directions, such as clotting cascade, plasminogen activation, and platelet degranulation, as well as negative regulation of blood coagulation and fibrinolysis. 

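Some genes of clot formation and of clot removal rose in the spleen. Of 23 genes of coagulation and fibrinolysis, 8 were higher and 2 lower in L. donovani infection (9 and 9 when adjusted over the list alone), and 8 higher and 3 lower in L. infantum infection (9 and 7). As a group they did not pass a test against the other genes of the table (limma's camera, adjusted p = 0.839 and 0.93). That test asks for a net rise or fall, against rows the authors had selected as DE. It therefore cannot judge the paper's enrichment in both directions of clotting. Among clotting genes, F10 (factor X) rose by 2.79 (adjusted p = 0.000117) and 2.74 (adjusted p = 0.000197), and F13a1, which crosslinks fibrin, by 2.96 and 2.44 (edgeR's quasi-likelihood test). Among genes that oppose clotting, Plau rose by 1.85 and 1.79 and the protein C receptor gene Procr by 1.10 and 1.24, and the thrombomodulin gene Thbd fell, with -1.28 and -1.33. The plasminogen gene Plg is made by hepatocytes, and its change of -2.98 did not pass (edgeR adjusted p = 0.102). Hepatocyte transcripts stood at 1.61% and 0.726% of the liver level in uninfected spleens 2 and 3, from a source that was not settled. Without these spleens the called genes of this list went from 7 higher and 2 lower to 4 and 1 in L. donovani infection. The power of the test also falls with fewer uninfected spleens, so a lost call has no settled cause. Of 8 megakaryocyte and platelet genes, 2 and 0 were higher and 0 lower (8 and 0 when adjusted over the list alone), and the 2 called in L. donovani infection went to 0 without those spleens. Of 3 red cell genes, 1 was higher and 1 lower in each infection (1 and 0, and 1 and 1, over the list alone). Of 15 neutrophil genes, 14 and 12 were higher and 1 lower (14 and 1 in each when adjusted over the list alone).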

Network analysis of the 286 DE specific to L. donovani infection in the spleen showed that pathways related to phenylalanine metabolism and phenylalanine, tyrosine, and tryptophan biosynthesis were significantly enriched (adjusted *P* value 0.044 and 0.047, respectively). 

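Some genes of phenylalanine, tyrosine and tryptophan breakdown were lower in the spleens of both infections. Of 12 measured genes, 1 was higher and 6 lower in L. donovani infection (1 and 11 when adjusted over the list alone), and 0 higher and 4 lower in L. infantum infection (0 and 4). Hgd, which opens the ring of homogentisate, fell with -3.10 (adjusted p = 0.0212) and -3.53 (adjusted p = 0.0199), and Kmo, of the kynurenine pathway, with -1.00 (adjusted p = 0.000915) and -0.87 (edgeR's quasi-likelihood test). The list's median log2 fold change was -1.72 and -1.60, and its group call in L. donovani infection (limma's camera, adjusted p = 0.0313) was lost with an estimated correlation (adjusted p = 0.608). Several of these genes are hepatocyte genes, and hepatocyte transcripts were found in uninfected spleens 2 and 3. Without those 2 spleens, a choice made after these transcripts were seen, the median was -0.999 and 2 of 4 called genes were left. Fewer controls also lower the power, which can lose calls by itself. In the liver, 1 of 19 such genes was higher and 16 lower in L. donovani infection, and 2 were higher and 17 lower in L. infantum infection (the same when adjusted over the list alone).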

Tryptophan levels have been associated with leishmaniasis, by means of its regulation by the rate limiting enzyme indoleamine 2,3-dioxygenase (IDO-1). IDO-1 also plays a role in immune regulation as a molecular switch, mainly by its early expression in antigen presenting cells, that leads to reduced levels of tryptophan in the surrounding micro-environment, with deleterious consequences to T-cell activation (34). IDO-1 inhibitors were shown to reduce parasite burden and pathology (35), and it was proposed as a marker for immunosuppression in VL (36). IDO-1 was also described as required for successful infection of mice with L. major or Toxoplasma gondii (37), and enhanced expression of IDO-1 was highly discriminatory in lesions of leprosy patients (38). 

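Ido1, which starts tryptophan breakdown, rose in L. donovani-infected spleens by 2.19 (standard error 0.654, adjusted p = 0.0391 from edgeR's quasi-likelihood test), with an average log2 CPM of -1.19, under the minimum of 1. Its change of 1.59 in L. infantum infection did not pass (standard error 0.676, edgeR adjusted p = 0.198), and the infections differed by -0.60 (adjusted p = 1). Tat, the tyrosine aminotransferase gene of hepatocytes, had 10.1 ± 10.8 CPM in uninfected (SD, n = 4), 1.14 ± 1.61 in L. donovani-infected (SD, n = 5) and 1.74 ± 2.83 in L. infantum-infected spleens (SD, n = 4). These are log2 fold changes of -3.04 (edgeR adjusted p = 0.13) and -2.58 (adjusted p = 0.331), lower in infected spleens, and neither passed.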

Considering that IDO-1 is upregulated in the L. donovani infected spleen (log2FC = 2.2; FDR <0.011), together with enhanced *tat* expression, an enzyme that catalyzes conversion of tyrosine, it is plausible that a change in nutritional metabolism occurs more evidently in L. donovani infections, while not observed in the L. infantum infected mice. There was no significant enrichment in the 186 genes DE only in L. infantum infections; however, it is noteworthy that chemokine receptors CCR9 and CCRL2 are among those DEGs.

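Ccrl2, a receptor that holds chemerin at the cell surface, rose in both infections of the spleen, by 0.91 (standard error 0.159, edgeR adjusted p = 0.00144) in L. donovani and 1.21 (standard error 0.166, adjusted p = 0.000249) in L. infantum infection. The log2 fold change of Ccr9 was likewise on either side of -1 in the 2 infections, and 0 spleen genes were called between them by edgeR's quasi-likelihood test. Of the 164 genes called in L. infantum infection alone, 94 passed an adjusted p under 0.05 in L. donovani infection and 42 were no longer called without L. infantum replicate 5.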

Collectively, these data suggest significant overlap in host response to these two viscerotropic species of *Leishmania*, commensurate with similar parasite burdens and gross tissue pathology.

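Most liver function genes fell in both infections. Of 28 cytochrome P450 genes in the liver, 26 and 25 were lower and 0 higher (26 lower in each, with 0 and 1 higher, when adjusted over the list alone). Of 14 bile acid genes, 11 and 13 were lower and 0 higher (12 and 13 lower when adjusted over the list alone), and of 7 urea cycle genes, 7 were lower in each (7 over the list alone). Of 27 hepatocyte genes, 23 and 27 were lower and 0 higher (25 and 27 when adjusted over the list alone), with a median log2 fold change of -0.673 and -0.825. Of 11 genes of cholesterol and fatty acid synthesis, 8 and 6 were lower and 0 and 1 higher (10 and 6 lower, 0 and 1 higher, when adjusted over the list alone). An exception was Cyp7a1, the first enzyme of bile acid synthesis, which fell in L. donovani infection, with -1.95 (standard error 0.32, edgeR adjusted p = 0.000251), and not in L. infantum infection, at 0.11 (adjusted p = 1). The infections differed by 2.06 in Cyp7a1 (adjusted p = 0.0104 from edgeR's quasi-likelihood test). The same livers also differed in clock genes such as Per3 (2.54) and Dbp (2.77), and no sampling hour is given. An effect of the parasite on Cyp7a1 therefore cannot be told apart from one of sampling. The paper proposes that the host responses to the species overlap, and sets this beside similar parasite burdens and tissue pathology.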

### Protein networks of differentially expressed host genes inferred from pathway analysis.

Protein interaction networks were predicted from the host genes that were differentially expressed using STRING (Fig. 7 and Table S6). STRING predicted a medium sized network from the L. donovani specific DE genes in the spleen. Within this network were three significantly enriched KEGG pathways, which correspond with GO term enrichment. These were PPAR signaling; phenylalanine, tyrosine, and tryptophan biosynthesis; and phenylalanine metabolism, which all have an adjusted *P* value of 0.0244 (Fig. 7A). Nevertheless, cytokine production and fatty acid transport pathways were still significant (*P* adjusted values of 0.0311 and 0.0257. respectively) (Fig. 7B).

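Fatty acid handling genes split by direction in the spleen. Of 20 genes of PPAR signalling and fatty acid oxidation, 6 were higher and 6 lower in L. donovani infection (9 and 11 when adjusted over the list alone), and 7 higher and 4 lower in L. infantum infection (7 and 6). Uninfected spleens 2 and 3 were also left out, a choice made after hepatocyte transcripts were seen in them. Genes lower over the limit of 1 then went from 4 to 2 in L. donovani infection, and the 3 higher ones stayed 3. Fewer controls also lower the power, which can lose calls by itself. The fatty acid carrier gene Fabp5 and the lipid droplet gene Plin2 rose, the latter by 1.31 and 0.93, and the uptake receptor gene Cd36 fell, with -0.85 and -0.71. In the liver, 5 of 25 such genes were higher and 13 lower in L. donovani infection (5 and 16 when adjusted over the list alone), and 3 higher and 18 lower in L. infantum infection (5 and 18). STRING networks were not rebuilt here.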

**FIG 7:**
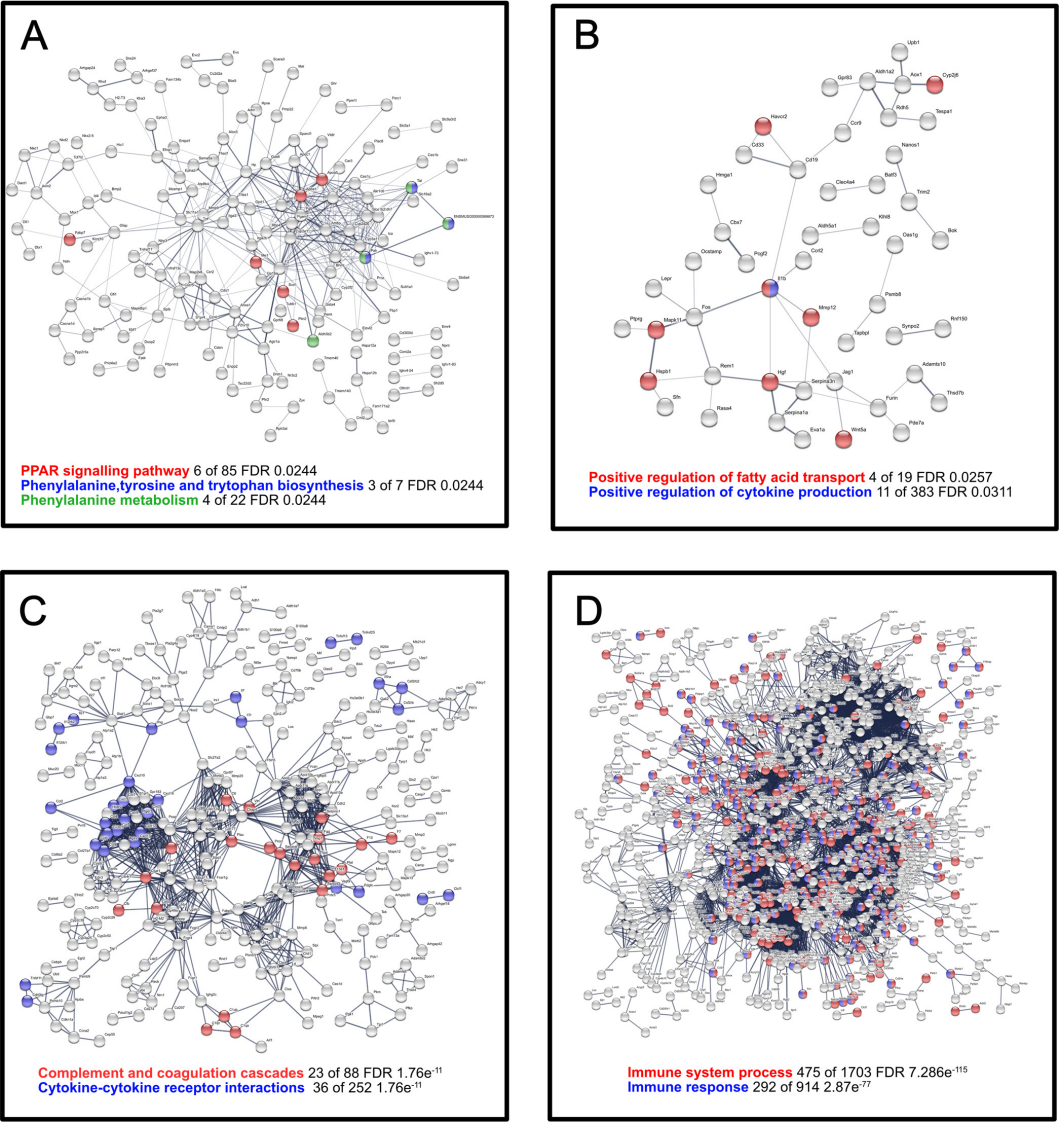
Network analysis was performed using STRINGDB annotations in the spleen using host genes. (A) Interactions between proteins encoded by genes that are specifically DE in L. donovani infected versus uninfected in the spleen. (B) The network of DE genes that are specifically DE in L. infantum infected in the spleen. (C) The network of genes DE in the spleen that are common to L. infantum or L. donovani infected mice versus naive. (D) The network of genes DE in the liver that are common to L. infantum or L. donovani infected mice versus naive. Genes that are disconnected nodes are not shown in the figure but are included within the enrichments highlighted for each panel. Genes within these enrichments are given in Table S6.

Within the L. donovani infected liver, DE specific genes also result in a medium sized network and has significantly enriched interactions within the network (PPI enrichment *P* value 1.61e^−07^); however, these are also largely representative of base metabolic processes such as regulation of biological process (FDR 2.86e^−06^) and response to stimulus (FDR 5.84e^−07^). L. infantum DE specific genes also predict a significantly enriched network (PPI enrichment *P* value 6.11e^−15^) based on nonspecific metabolic terms such a metabolic process (FDR 2.32e^−12^) and primary metabolic process (FDR 2.43e^−11^).

DE genes common to both infections in the spleen resulted in a large and robust network (PPI enrichment < 1.0e^−16^). A highest confidence score (0.9) version of this network is shown in Fig. 7C. Enrichments were identified in the innate immune system, both Reactome pathways (FDR 4.3e^−13^) and complement and coagulation cascades (FDR 1.76e^−11^). 

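Complement genes rose more often than they fell in the spleen. Of 19 measured genes, 10 were higher and 4 lower in L. donovani infection (11 and 8 when adjusted over the list alone), and 11 higher and 3 lower in L. infantum infection (11 and 6). As a group they did not pass a test against the other genes of the table (limma's camera, adjusted p = 0.263 and 0.285). That test asks for a net rise or fall, against rows the authors had selected as DE. It therefore cannot judge the paper's enrichment, which counts genes changed either way. C1qb, of the first component, rose by 1.33 (adjusted p = 4.5e-06) and 1.39 (adjusted p = 4.81e-06), and factor B (Cfb) by 1.40 and 1.79 (edgeR's quasi-likelihood test). The complement receptor gene Cr2 of B cells fell, with -1.18 in each. In the liver 14 of 21 complement genes were higher and 3 lower in L. donovani infection (15 and 4 when adjusted over the list alone), and 15 higher and 3 lower in L. infantum infection (15 and 5).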

Cytokine–cytokine receptor interactions were also highly enriched (FDR 1.76e^−11^). In the liver, DE genes common to both infections resulted in a significant network (PPI enrichment *P* value < 1.0e^−16^); however, these genes correspond largely with a generalized immune response, with immune system process and immune response among the most significant pathways (FDR 195e^−97^ and 2.21e^−62^, respectively; see Fig. 7D).

### Systemic signature associated with VL.

In a micro-array analysis of BALB/c mice infected with L. donovani, we previously identified a 26 gene signature that was DE between uninfected and infected mice at days 15,17, 36, and 42 postinfection in blood, spleen, and liver (17). In the current study, we also observed that 25 genes from the 26 gene signature were also DE relative to uninfected mice in spleen and liver (Fig. S4). *Gbp1* does not have an ENSEMBL ID for the Mus musculus annotation that corresponds between the database used in this analysis and the version used in Ashwin et al., 2018 (17). 

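Acod1, which makes itaconate in activated macrophages, had 0.174 ± 0.0621 CPM in uninfected spleens (SD, n = 4). It reached 34.7 ± 4.80 CPM in L. donovani-infected (SD, n = 5) and 43.5 ± 25.6 in L. infantum-infected spleens (SD, n = 4), with standard errors of 0.54 and 0.543 on its log2 fold changes. The list of the 26 signature genes is not in the paper's text and was not used here.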

*Irg1* is represented by *Acod1* in both data sets and labeled as such. Hence, this systemic signature not surprisingly is also observed in L. infantum infected mice.

## DISCUSSION

We used dual RNA-seq to address the following main questions in experimental VL: (i) are there any transcriptional differences between the parasites L. infantum and L. donovani in different tissues, and (ii) what are the similarities and differences in the liver and spleen between infection with L. infantum and L. donovani compared to uninfected animals. We compiled a complete list of expressed genes for two different visceralizing parasite species, L. donovani and L. infantum, and two infected organs, the liver and spleen, at a single time point of infection. This time point was chosen to reflect both the establishment of chronic splenic pathology and the onset of hepatic host resistance, from the commonly used BALB/c mouse model.

The identification of genes expressed by amastigotes in the parasitized tissues in chronic infections could help to narrow down the panel of genes within their genomes when looking for potential virulence factors and/or drug targets. Surprisingly, the sets of expressed genes were nearly identical in the two parasite species, collected from the two organs. 

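Among all genes in the liver table, 98.3% had at least 1 count in L. donovani and 98% in L. infantum. With the L. donovani counts thinned to the L. infantum total, 7075 and 7070 liver genes had a count. The tables list genes with syntenic orthologues in both species, so genes that only 1 species holds could not appear.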

Considering that in the mouse model, the infection is contained and resolved in the liver while parasite burdens increase in the spleen, one might have expected that different sets of expressed genes would be mobilized by the parasite to respond to those differing tissue microenvironments. In *Leishmania*, however, gene-expression regulation can also occur at the posttranscriptional level, making it possible that tissue-specific signatures of parasite genes would be preferentially identified in proteomics studies.

Previously validated virulence factors such as cysteine peptidase B (CPB) and tryparedoxin 1 were among the top 50 most highly abundant mRNAs in the liver, with cysteine peptidase C (cathepsin B-like peptidase) and cysteine peptidase A (CPA) among the top 100. This supports the high dependence of *Leishmania* amastigotes on papain-like cysteine peptidases in the mammalian host. 

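Cysteine peptidase C (LdBPK_290860.1) ranked 84 in the liver and 111 in the spleen, with 125 counts in L. donovani and 110 in L. infantum livers. Cysteine peptidase A (LdBPK_191460.1) ranked 135 in the liver, with 83 and 101 counts. Its rank in the spleen is not given, because that row pairs it with the L. infantum gene of cysteine peptidase B. The 31 liver genes described as cysteine peptidases, calpain-like ones included, together took 0.773 ± 0.073% of L. donovani (SD, n = 5) and 0.792 ± 0.064% of L. infantum counts (SD, n = 4) in the liver. The 33 in the spleen took 0.626 ± 0.043% (SD, n = 5) and 0.719 ± 0.087% (SD, n = 4).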

In the spleen, tryparedoxin 1, tryparedoxin 2, and trypanothione reductase were among the top 100 most highly abundant mRNAs, suggesting that in the spleen, amastigotes adapt their transcriptional response to deal with an increase in environmental oxidative stress. This is in line with a previous study comparing a virulent L. donovani strain from Sri Lanka with its avirulent counterpart that causes cutaneous leishmaniasis in which increases in stress response proteins and antioxidants were associated with changes in virulence and survival in visceral organs (39). On the other hand, we did not observe the expression of the protein kinases (LdBPK361580 and LdBPK361590) associated with the visceral-virulent phenotype in a recent genomic study in the same visceral versus cutaneous model (40).

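Tryparedoxin 2 (LdBPK_291250.1) ranked 73 in the liver and 78 in the spleen, and trypanothione reductase (LdBPK_050350.1), which keeps trypanothione reduced, ranked 118 and 91. Of 6947 spleen genes and 6285 liver genes, neither gene was called between the species, and neither was called between tissues. The paper proposes that spleen amastigotes adapt their transcripts to oxidative stress.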

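The protein kinase LdBPK_361580.1 had 3 counts in L. donovani and 1 in L. infantum spleens, and 1 in each in the livers. LdBPK_361590.1 had 12 and 7 counts in the spleens, and 2 and 5 in the livers.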

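In the liver table 6951 genes had a count in both species, and 231 of them had over 50 counts in each. In the spleen 1453 of 7170 did.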

Only 310 parasite genes out of the 4,998 expressed in the liver showed cumulative counts above 50 for both species, suggesting that low expressed genes would not be captured within this data, and statistically significant differences may not bear true biological differences when few reads are available. This can result in exaggerated significance values and larger log2FC for lowly expressed genes with few counts assigned to the gene. This was not the case for the SPPEGs we identified. 

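The double-strand break repair gene rad21 (LdBPK_051090.1) had 12 counts in L. donovani and 18 in L. infantum spleens. In the livers it had 7 and 1.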

Of note, there was no expression of the double-strand break repair Rad21, reported as having increased expression in amastigotes by comparative transcriptomics of L. infantum and L. major (41). In addition, out of 8 protein kinases (PKAC1, MPK15, MPK10, EF2A2, PK4, CK2A1, CRK8, TOR3) recently identified as specific for amastigote infection and key for the survival of L. mexicana in the mouse (42), there was no expression detected for MPK15 and PK4 in the liver or spleen amastigotes, while the expression of PKAC1 and EF2A2 was detected solely in spleen amastigotes. The expression of the parasite Inhibitor of Serine Peptidase (ISP2) was not detected (zero counts) in either liver or spleen amastigotes, in agreement with the prediction that its expression disfavors parasite development of L. donovani in macrophages (43).

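The gene described as an inhibitor of serine peptidase (LdBPK_150350.1, named ISP in the tables) had 33 counts in L. donovani and 45 in L. infantum spleens, and 15 and 8 in the livers. Whether this gene is the ISP2 of other species could not be settled from the tables.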

In a recent dual-seq analysis of murine macrophages infected *in vitro* with virulent and avirulent L. donovani strains, the authors reported 96 parasite genes that were DE between the virulent and avirulent strains, with significant increases in proline oxidase, protein kinases and calpain-like peptidases in virulent parasites (14). 

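The calpain-like gene LdBPK_310430.1 had 7 counts in L. donovani and 15 in L. infantum spleens, and 3 and 6 in the livers. Such sums over 4 or 5 mice are near the limit of what these libraries could show.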

The expression of the calpain-like gene (LDBPK_310430), reported by these authors as increased in virulent L. donovani, was below our cutoff for detection of expression in liver or spleen amastigotes. However, we observed high expression of another calpain-like gene (LdBPK_270510, within top 200) by parasites in the spleen and in the liver, which likely reflects heterogeneity among parasite strains regarding the expression of the individual members of the large family of calpain-like genes. In contrast, the authors identified tryparedoxin as upregulated in amastigotes of the avirulent strain compared to their virulent strain, which is discrepant with our findings of the high tryparedoxin mRNA abundance by amastigotes in the tissues of infected mice.

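LdBPK_270510.1 ranked 129 among parasite genes in the liver and 130 in the spleen by the authors' average. It had 71 counts in L. donovani and 59 in L. infantum livers, and 148 and 178 in the spleens.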

We found only 4 SSPEGs between L. donovani and L. infantum, two of which were hypotheticals. The orthologue of the Lmsp7, a SSPEG expressed by L. infantum, is identified as an snRNA binding protein in *Trypanosoma* sp., and might represent a hub in the regulation of expression of other genes at the posttranscriptional level. Another SSPEG with increased expression in L. infantum is a ubiquitous enzyme involved in the generation of unsaturated fatty acids, including linoleic acid. Of relevance, exogenous linoleic acid was reported to decrease L. donovani survival in infected macrophages (44) and to enhance the inflammatory response of macrophages infected with L. donovani through LPO (45). However, we do not know if or how altered levels of unsaturated lipids in the parasite itself could affect infection.

In general, we found discrepancies between the expression of parasite genes previously associated with parasite virulence in transcriptomic studies in models of macrophage infections *in vitro* and the expression in amastigotes in the tissues of infected mice described here. This highlights the importance of care when extrapolating data from *in vitro* studies to an *in vivo* setting and by extension potentially limits the extrapolations of our findings in the mouse to human disease. A great deal of data on the immune response to visceral *Leishmania* species are available in mouse models of infection, especially in those employing the use of knockout mice. Although the kinetics of the expression of cytokines and chemokines were previously addressed in BALB/c mice infected with L. donovani (17), a comparative paired analysis with L. infantum infections was not available. Here, we found most of the immune-related genes reported as upregulated at day 32 for mice infected with L. donovani, in both infections, denoting that the host responds to both parasite species in a similar manner. Adding to this picture, we observed significant upregulation of IL-27. The anti-inflammatory properties of IL-27 have been implicated in the prevention of protective Th1 responses to L. donovani and L. infantum, while limiting tissue damage (46). A linked cooperative action between IL-27 and IL-10 as a deactivating immunomodulatory arm during experimental visceral infection was recently proposed (47). In this study, IL-27 was responsible for reducing the levels of TNF and IFNγ required for parasite control, therefore favoring infection. However, we found abundant mRNA for *Tnf* and *Ifng* in the livers of infected mice, despite abundant *Il27* and *Il10* mRNA, suggesting that in the liver, IL-10 and IL-27 may be insufficient to attenuate the inflammatory response associated with parasite control. 

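Nos2, Tnf and Ifng were each higher in every infected liver than in every uninfected liver. Il10 had 0.071 ± 0.142 CPM in uninfected (SD, n = 4), 0.326 ± 0.327 in L. donovani-infected (SD, n = 5) and 1.11 ± 0.243 in L. infantum-infected livers (SD, n = 4). Its rise passed in L. infantum infection (adjusted p = 0.00598) and not in L. donovani infection (adjusted p = 0.129, edgeR's quasi-likelihood test), and the infections did not pass a direct comparison (edgeR adjusted p = 0.944). The paper proposes that IL-10 and IL-27 are insufficient to attenuate the inflammatory response in the liver.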

Considering that the relative amounts of cytokines/chemokines in tissues, as well as of their cell surface receptors, are highly susceptible to posttranslational control by proteolysis, for example, our findings for the mRNA expression levels might not fully reflect the true nature of the tissue environment. Indeed, proteases known to inactivate cytokines or to cleave surface receptors, such as neutrophil elastase, were DEG in the infected organs.

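The neutrophil elastase gene Elane rose in both organs, by 4.03 (adjusted p = 0.012) and 5.56 (adjusted p = 0.000914) in the liver and by 2.89 (adjusted p = 0.00291) and 2.38 (adjusted p = 0.0117) in the spleen (edgeR's quasi-likelihood test, L. donovani then L. infantum). L. infantum liver replicate 5 carried neutrophil transcripts at 9.96% of the level in the spleen of the same mouse. Without it Elane rose by 4.52 (edgeR adjusted p = 0.000858), and the median difference of the neutrophil genes between the infections went from 1.10 to 0.35. The myeloperoxidase gene Mpo rose in the spleen by 3.12 and 2.57. Without uninfected spleens 2 and 3, the called neutrophil genes went from 13 to 10 in L. donovani and from 11 to 5 in L. infantum infection. Power also falls with fewer uninfected spleens, so these losses cannot be laid to hepatocyte transcripts.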

Among the unique species-specific host DEGs, two might further impact the tissue microenvironment in ways that cannot not be verified by RNA-seq. Arachidonate 5-lipoxygenase, which was uniquely upregulated in the L. donovani-infected spleen, plays a dual role in inflammation due to its ability to enhance or to decrease the levels of lipid mediators, eicosanoids, and therefore the levels of pro- versus anti-inflammatory mediators that cannot be inferred based on gene expression alone. Furthermore, this enzyme can act as a hub for many cellular downstream responses related to migration and maturation, because it participates in dendritic cell migration, wound healing, and monocyte adhesion to the endothelium. Changes in cellular migration and adhesion, for instance, cannot be addressed by RNA-seq. On the other hand, aldehyde oxygenase 1 (AOX1), uniquely upregulated in the L. infantum-infected spleen, and highlighted in the network analyses, has a broad oxidase activity, and can be a prominent source of superoxide generation, as well as contribute to nitric oxide (NO) production. Those findings reveal a greater chance for an enhanced oxidized environment in L. infantum infection, which could in turn contribute to the inactivation of certain cytokines, peptidase inhibitors, and other players in tissue remodeling. 

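Aox1 (ENSMUSG00000063558, chromosome 1 of GRCm38 from 58029931 to 58106413) had 3.92 ± 1.29 CPM in uninfected (SD, n = 4), 2.90 ± 0.989 in L. donovani-infected (SD, n = 5) and 1.89 ± 0.353 in L. infantum-infected spleens (SD, n = 4). It fell in L. infantum infection, with a log2 fold change of -1.05 (standard error 0.323, adjusted p = 0.0475 from edgeR's quasi-likelihood test), and the change of -0.44 in L. donovani infection did not pass (adjusted p = 0.898). The call was lost when any of the 4 L. infantum-infected spleens was left out, and without uninfected replicate 1, 3 or 5. It was not analysed here in the liver.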

We did not address potential nuances in tissue pathology, which requires detailed histological analyses.

Transcriptomics analyses in the hamster model of infection have identified mRNAs for regulatory cytokines (*IL-4*, *IL-10*, and *IL-21*), arginase (*Arg1*), and low nitric oxide production by macrophages as key factors of immunopathology and parasite persistence (19, 28). In the mouse, we observed significant increases in *IL-10* and *IL-21* mRNA accumulation in the spleens of infected mice, but differently from what is seen in hamsters (28), *Nos2* was likewise highly increased in mice, whereas *Arg1* and *Arg2* (log2FC0.9, FDR = 0.5) were not altered compared to uninfected control, despite high parasite loads. This highlights a major difference between the mouse and hamster models, and suggests that in the mouse, additional mechanisms beyond the nitric oxide–arginase axis may be pivotal to allow disease progression in the spleen. 

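Arg2, the mitochondrial arginase gene, rose in L. donovani-infected spleens by 0.96 (standard error 0.291, adjusted p = 0.043 from edgeR's quasi-likelihood test) and by 0.30 in L. infantum infection, which did not pass (adjusted p = 1). Arg1 was not analysed here in the spleen. In the liver, where hepatocytes express it for the urea cycle, Arg1 fell, with -0.39 (edgeR adjusted p = 0.0166) and -0.73. Il21 rose in the spleen, by 2.73 and 2.61. Of 5 genes of nitric oxide and arginine metabolism in the spleen, 3 were higher in each infection and 1 and 0 lower (4 and 1, and 3 and 1, when adjusted over the list alone), and of 5 in the liver, 2 were higher and 3 lower (the same over the list alone).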

In common with the hamster studies, we observed enrichment in IFN-associated pathways, which were shown to unexpectedly promote parasite burden in *ex vivo* splenic hamster macrophages. Also, in common with the hamster studies, we found a highly inflammatory pattern of gene expression, which contrasts with *in vitro* studies with murine or human macrophages that report mainly suppressive effects induced by the parasite. This highlights that an inflammatory environment in the tissue could have a profound effect in splenic macrophages. Although in hamsters infected with L. donovani, *IDO*-1 expression was highly upregulated both in the whole spleen tissue and in isolated splenic macrophages (19), we found only a modest increase in *IDO*-1 in the L. donovani-infected mouse spleen (log2FC2.2, FDR < 0.01) while no significant induction was observed in the L. infantum-infected spleen (log2FC1.62, FDR < 0.1). The enrichment in the tryptophan pathway found specifically for L. donovani-infected spleens is consistent with increased *IDO*-1 and with the kynurenine (KYNU) pathway for tryptophan catabolism. Adding to this picture, enzymes for phenylalanine and tyrosine metabolism were likewise among the L. donovani-induced unique DEGs, revealing an enrichment of genes related to nutritional metabolism. Intriguingly, such changes in *IDO*-1 and nutritional metabolism are also found in leprosy (38), and we have recently described at the cellular level a close parallel of gene expression in macrophages infected *in vitro* with L. donovani (48) with that described for macrophages infected with M. leprae (49), including the induction of Type-I IFNs and OASL2.

The pathophysiology of bleeding has been attributed to disseminated intravascular coagulation (DIC). DIC is a disorder of the fibrinolytic and hemostatic systems that manifests as the generation of numerous and widespread microthrombi in the vasculature. Due to the increased spread and lack of compensatory control, DIC leads to eventual exhaustion of these pathways, resulting in propensity for diffuse bleeding and end organ complications. DIC is associated with numerous clinical diseases where excess cytokine production is observed, notably sepsis, and it has been suggested that VL in Brazil represents a slow-to-develop systemic inflammatory syndrome. Although the mouse model is not suited to address bleeding phenotypes nor DIC in the context of *Leishmania* infections, there was a significant enrichment of pathways related to coagulation and hemostasis in the infected animals, both in the liver and spleen. This is compatible with the major changes in the vascular architecture of those organs in infected animals and might reflect the host attempts to minimize tissue damage caused by excessive inflammation and coagulopathies. 

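Most collagen genes rose in the liver, while those in the spleen went both ways. Of 18 collagen and fibrosis genes in the liver, 16 and 14 were higher and 0 lower (17 and 16 higher, 1 lower in each, when adjusted over the list alone). The collagen gene Col3a1 rose in the liver by 2.11 (adjusted p = 5.14e-06) and 1.86 (adjusted p = 2.54e-05, edgeR's quasi-likelihood test). Of 11 in the spleen, 4 and 3 were higher and 3 and 4 lower (6 and 4, and 4 and 4, when adjusted over the list alone). Of 15 matrix metalloproteinase genes in the liver, 12 were higher and 2 lower in each (13 and 2, and 12 and 2, when adjusted over the list alone), and of 11 in the spleen, 8 were higher and 2 lower in each (8 and 2, and 9 and 2). Uninfected spleens 2 and 3 were also left out, a choice made after hepatocyte transcripts were seen in them. Collagen and fibrosis genes higher over the limit of 1 then went from 3 to 1 in L. donovani infection. Metalloproteinase genes higher over the limit went from 7 to 4 in each infection. Fewer uninfected spleens also lower the power: all spleen calls fell from 934 to 791 in L. donovani and from 840 to 730 in L. infantum infection. These losses therefore cannot be laid to hepatocyte transcripts. Timp1, their inhibitor, rose by 4.98 and 4.64 in the liver and 1.98 and 2.05 in the spleen. Of 6 genes of the sinusoidal endothelium in the liver, 2 and 1 were higher and 1 and 2 lower (3 and 1, and 1 and 3, when adjusted over the list alone), and as a group they did not pass (limma's camera, adjusted p = 0.914 and 0.39). Of 8 in the spleen, 1 was higher and 6 and 5 lower (1 higher, 6 and 7 lower, over the list alone).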

In the spleen, there was significant enrichment of pathways in both directions of clotting, i.e., formation and dissolution of fibrin clots, which may account for a better control of a bleeding phenotype in the mouse. A more robust response to visceralizing *Leishmania* toward an equilibrium of hemostasis might be a key feature distinguishing the mouse model from human infections. Of note, several serpin genes (9 genes), which encode serine protease inhibitors, which inactivate enzymes of the coagulation cascade, including thrombin (50), and act on tissue remodeling (51), were significantly upregulated in infected mice. 

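Of 37 serpin genes in the liver table, 16 were higher and 13 lower in L. donovani infection (19 and 17 when adjusted over the list alone), and 16 higher and 15 lower in L. infantum infection (16 and 16). Over the limit of 1, 10 and 8 were higher and 3 and 5 lower. Of 21 in the spleen, 8 were higher in each and 4 and 5 lower (8 and 11, and 9 and 12, when adjusted over the list alone), with 5 and 6 higher and 1 and 2 lower over the limit. Without uninfected spleens 2 and 3, a choice made after hepatocyte transcripts were seen in them, 4 and 5 higher and 0 lower were left. Lower power with fewer controls can also lose calls. Serpinb9, an inhibitor of granzyme B, rose by 1.57 and 1.68 in the liver. The paper chose the serpins after seeing these libraries, so the counts are not independent evidence.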

Serpins are also associated with attenuation of inflammation independently of their protease inhibitory properties (52). The role of microbial serpins in the control of hemorrhage and inflammation in a mouse model of lethal viral sepsis associated with DIC was recently reported, where clot inhibitors had moderate effects (53–55). In addition, *SERPIN3G*, which is implicated in the control of inflammation, is highly upregulated (log2FC4). 

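Serpina3g (ENSMUSG00000041481, chromosome 12 of GRCm38 from 104236245 to 104241939) had 32.7 ± 3.0 CPM in uninfected (SD, n = 4), 525 ± 62.5 in L. donovani-infected (SD, n = 5) and 524 ± 56.9 in L. infantum-infected spleens (SD, n = 4). Its log2 fold changes were 4.01 (standard error 0.121, adjusted p = 1.26e-10) and 4.00 (standard error 0.123, adjusted p = 1.36e-10) from edgeR's quasi-likelihood test. In the liver it rose further, by 6.42 and 6.37. Serpina3f, a neighbouring copy, rose by 4.13 and 4.23 in the spleen, and the near-identical Serpina3 copies may share reads.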

In conjunction, higher accumulation of serpins could contribute to ensure hemostasis and to attenuate inflammation in response to infection.

In summary, we provide a comprehensive paired data set of parasite and host genes associated with infections with L. donovani or L. infantum in the mouse model. Although the host responded to both infections broadly in the same way, in the liver and spleen, we identified hundreds of host genes that were specifically DE in infections with either parasite species, which can serve as a source to address specific pathways of interest.

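Genes of the daily clock were among those that differed directly between the infections in the liver, 4 higher and 2 lower in L. infantum infection of the 33 called. Of 13 clock genes in the liver, 1 was higher and 3 lower in L. donovani infection (1 and 4 when adjusted over the list alone), and 6 higher and 6 lower in L. infantum infection (the same over the list alone). Per3 rose in L. infantum infection by 2.97 (adjusted p = 1.55e-06) and did not pass in L. donovani infection at 0.43 (adjusted p = 0.634, edgeR's quasi-likelihood test), and Arntl, which acts in the opposite phase, fell with -2.26 (adjusted p = 6.74e-06) against -0.19 (adjusted p = 1). The clock output genes Dbp and Tef differed by 2.77 (edgeR adjusted p = 0.0086) and 1.23 between the infections. Of 11 clock genes in the spleen, 2 were higher and 5 lower in L. donovani infection (3 and 7 when adjusted over the list alone), and 2 higher and 3 lower in L. infantum infection (2 and 4). The time of day at which the mice were killed is not given in the paper's text.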

## MATERIALS AND METHODS

### Ethics statement.

Animal procedures were performed in accordance with and approved by the Ethics Committee on Animal Use of UFRJ (Comissão de Ética no Uso de Animais, CEUA) 034/15–UFRJ. Experiments were performed in accordance with the guidelines and regulations of the National Council of the Control of Animal Experimentation (Conselho Nacional de Controle de Experimentação Animal, CONCEA).

### Animals and parasites.

Ethiopian L. donovani LV9 (MHOM/ET/67/HU3) and Brazilian L. infantum NLC (MHOM/BR/2005/NLC) were chosen for this study due to their geographical and phylogenetic divergence (22, 23). Indeed, Brazilian L. infantum isolates have been shown to have much lower nucleotide diversity compared to Indian and African L. donovani (23). The parasites were grown as promastigotes in modified Eagle’s medium, designated HOMEM (Thermo Fisher Scientific, Waltham, MA, USA), that was supplemented with 10% heat-inactivated fetal bovine serum (FBS, Thermo Fisher Scientific) and incubated at 25°C. Amastigotes of L. donovani and L. infantum were purified from the spleens of Syrian hamsters that were infected 4 months previously by intraperitoneal inoculation of 3 × 10^7^ amastigotes. To harvest parasites for murine infections, spleens from infected hamsters were macerated through a 70 μm cell strainer (BD Biosciences, San Jose, CA, USA) in balanced salt solution (BSS) and centrifuged at 300 *g* for 5 min, and the supernatant was collected and centrifuged again at 2,600 *g* for 10 min. The cell pellet was then washed in BSS at 2,600 *g* for 10 min and counted, and 3 × 10^7^ amastigotes in 100 μL PBS were injected into a single cohort of 15 BALB/c mice. Animals were monitored daily for any unexpected adverse clinical symptoms (*n* = 5 per group).

### RNA extraction, purification, and cDNA reverse transcription.

Two pieces of each organ (5 mg) were cut and kept in RNAlater (Thermo Fisher) until further processing. Tissues were thawed on ice and immediately transferred to 0.6 mL lysis buffer (PureLink RNA minikit, Thermo Fisher, USA). Tissues were homogenized using plastic pestle homogenizer for microtubes for about 5 min, after homogenization RNA extraction was performed using the PureLink RNA minikit, according to the manufacturer’s instructions. Total RNA was eluted in RNase-free water and quantified using Qubit RNA HS assay kit (Thermo Fisher, USA, #Q32852). RNA integrity was assessed by nondenaturing 1.2% (wt/vol) agarose electrophoresis. Genomic DNA was removed by treatment with Ambion DNA-free kit according to standard manufacturer’s instructions. Five hundred nanograms to one microgram of total RNA were reverse transcribed into cDNA with SuperScript VILO Master Mix (Thermo Fisher, USA, #11755050) according to the manufacturer's directions. The resulting samples were then prepared for sequencing using the NEBNext Ultra II kit, and polyA enrichment was performed. One mouse (M4) from the L. infantum-infected group and one mouse (M4) from the uninfected control group were removed from subsequent analysis due to poor read counts likely the result of technical error.

### Sequencing and bioinformatics analyses.

Adaptors were first removed from reads using Cutadapt v. 1.8.3 with the parameters –a, -A and –p to remove universal adaptors from both 5′ and 3′ ends (56). Singletons were removed, and reads were further trimmed and scored for quality using sickle v. 1.33, using the options pe for paired end and options –f –r –t sanger for base quality scoring method, and –q 20 and –l 20 to set discard read length and quality score filter based on a phred score (57). Reads were then aligned using STAR aligner v. 2.5.1b using –sjdbOverhang 150. Indexes were generated through the concatenation of annotations from TritrypDB of L. infantum and L. donovani v46, with the GRCm38.p6 ENSEMBL annotation of Mus musculus, and reference fastas (58–60). Alignments were run using these combined parasite and mouse transcriptome references using ––outFilterMatchNmin 40 to locally align to account for splice leader sequences within parasite transcripts, which may otherwise be discarded. Reads from individuals from both groups were aligned to the same reference to reduce the identification of false positive SSPGs due to differences in gene length between L. donovani and L. infantum orthologues. Reciprocal alignments were done, and DE lists from both were used. The IDs of SSPGs were compared using the syntenic orthologues from tritrypdb only, and paralog counts in parasite DE genes were investigated to see whether copy differences resulted in them being identified as DE (these are included in Table S2).

HTseq-count was used with the union algorithm to assign reads to genes (61). EdgeR v 3.30.3 was used to identify DE genes and normalize and perform pairwise comparisons using a generalized linear model (62). Identification of parasite SSPE genes was done using alignments from the parasite only, due to the greater abundance of host transcripts, which otherwise mask the variability observed in the parasite transcripts. Baseline SSPE counts are unfiltered, and filtered DE counts use a cutoff log2FC1, which allows for validation by qPCR. edgeR was run using both counts per million (CPM) and transcripts per million (TPM) methods, where TPM controls for gene length to check whether SSPE genes were identified due to differences in gene length between L. donovani and L. infantum orthologues. RPKM values were also calculated using L. infantum infected individuals against the L. infantum reference, and the L. donovani infected individuals against the L. donovani reference, and log2FCs calculated between the groups.

PCA analysis was performed in R 4.0.3 using the princomp function to generate eigenvalues from the transcriptomes. Vst normalization was used on the count matrix prior to eigenvalue conversion to aid clustering. Volcano plots were generated in native R (63). MA plots were derived using the maPlot function within the edgeR package using logCPM values for the log abundance and log2FC values calculated in edgeR (62, 63). The plots were not smoothed (smooth.scatter = FALSE), and the data were not fitted to a lowess curve. A smearwidth of 0.5 and a glmLRT method were used for DE identification.

### Pathway analysis.

Gene symbol annotations were derived using the ENSEMBL BioMart database (59). Host DE genes were assigned to their GO terms through STRINGDB’s annotation db v. 11.0 and enrichR (last accessed 4/13/21) (64, 65). Annotations for the *Leishmania* DE genes were obtained from TriTrypDB (60).

Networks were identified using confidence to connect network edges, with line thickness indicating the strength of the association. This support was from text mining, experimental data, co-expression, database collation, gene fusion studies, neighborhood (genomic location), and co-occurrence from expression studies. Networks were filtered through using confidence interaction values between 0.4 and 0.9. Disconnected nodes from DE lists were removed.

Msigdb was used within GSEA to identify overlaps between the hallmark genesets and the C7 immunology panel against genes that were commonly DE to both parasites in the spleen and liver, as well as genes uniquely DE for each parasite (66).

### Statistics and experimental design.

As this was a comparative study not designed to identify any formal statistical significance between infection groups, no formal sample size calculation was performed. We used the same sample sizes per group (*n* = 5) as those from our previous study, which were sufficient to identify gene signatures (17). Mice were infected as a single cohort for each experiment (as detailed in Results). Data from Fig. 1B and C were analyzed and the figure constructed using GraphPad Prism 8 software (GraphPad Software, San Diego, CA). The remaining figures were generated in R v. 4.0.3 (63). After assessment for normality, data on tissue weights and parasite loads were analyzed using the Mann-Whitney test, and a *P* value of less than 0.05 was taken as significant. Statistical analysis and graphical presentation of transcriptomic data are described above.

### Data availability.

Raw sequencing data and the gene count tables have been deposited and are publicly available from the Gene Expression Omnibus (GEO) database under the accession GSE143799.

# Supplementary material for: Tissue Specific Dual RNA-Seq Defines Host–Parasite Interplay in Murine Visceral Leishmaniasis Caused by Leishmania donovani and Leishmania infantum
**Source:** Microbiol Spectr. 2022 Apr 6;10(2):e00679-22. doi: 10.1128/spectrum.00679-22

A

Length of gene in *L. infantum*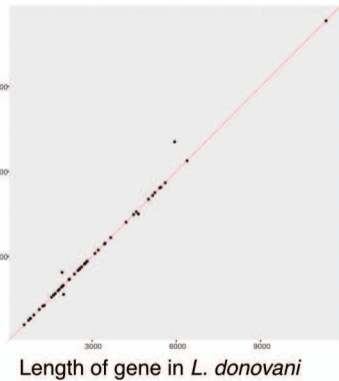

B

Liver vs spleen *L. donovani*

log2FC Liver vs spleen

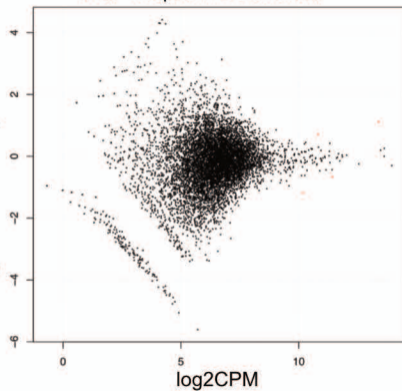

C

Liver vs spleen *L. infantum*

log2FC Liver vs spleen

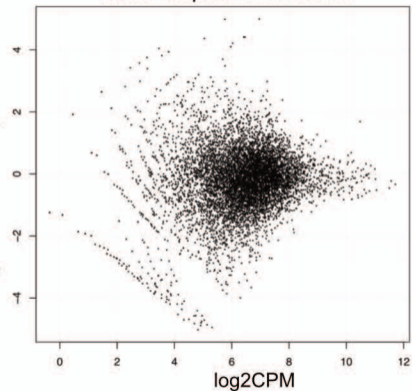

**Supplement:** SUPPLEMENTAL FILE 7 — Supplemental material. Download SPECTRUM00679-22_Supp_7_seq14.pdf, PDF file, 0.2 MB

# Supplementary material for: Tissue Specific Dual RNA-Seq Defines Host–Parasite Interplay in Murine Visceral Leishmaniasis Caused by Leishmania donovani and Leishmania infantum
**Source:** Microbiol Spectr. 2022 Apr 6;10(2):e00679-22. doi: 10.1128/spectrum.00679-22
**Supplement:** SUPPLEMENTAL FILE 9 — Supplemental material. Download SPECTRUM00679-22_Supp_9_seq16.pdf, PDF file, 0.3 MB

A. Liver

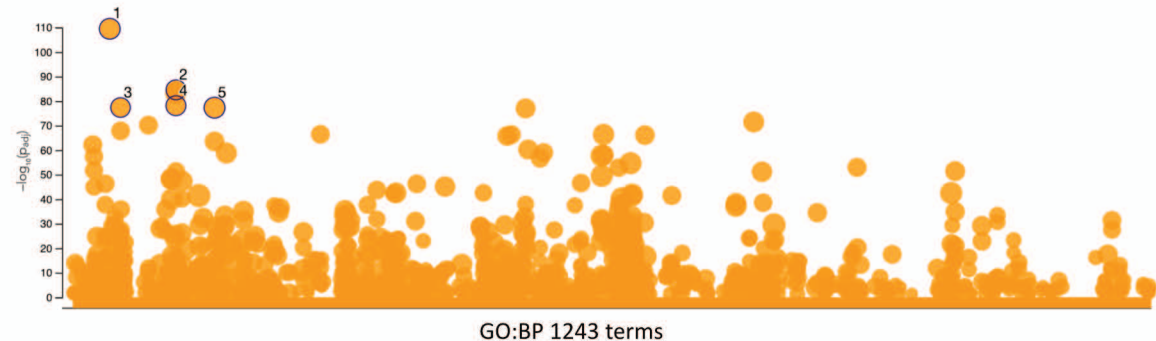

B. Annotated top enriched terms in the liver

ID	Source	Term ID	Term Name	p _{adj} (query_1)
1	GO:BP	GO:0002376	immune system process	3.458×10^{-110}
2	GO:BP	GO:0006955	immune response	2.634×10^{-85}
3	GO:BP	GO:0002682	regulation of immune system process	4.298×10^{-78}
4	GO:BP	GO:0006952	defense response	7.734×10^{-79}
5	GO:BP	GO:0009605	response to external stimulus	4.963×10^{-78}

C. Spleen

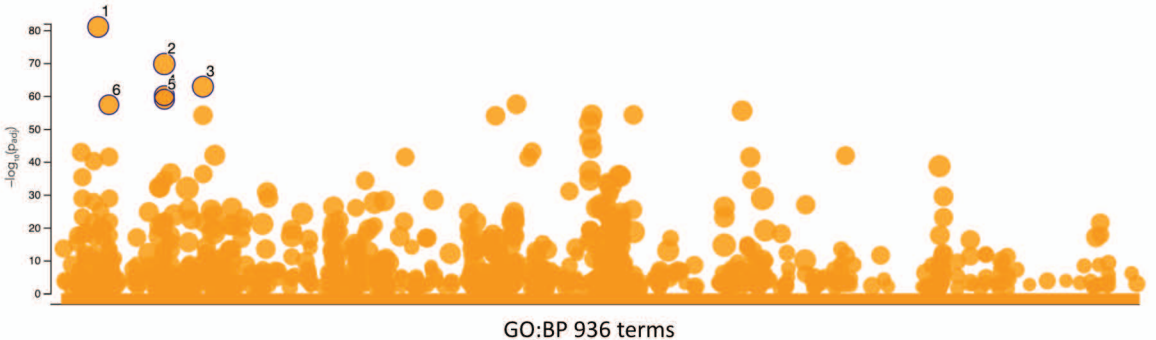

D. Annotated top enriched terms in the spleen

ID	Source	Term ID	Term Name	p _{adj} (query_1)
1	GO:BP	GO:0002376	immune system process	1.034×10^{-81}
2	GO:BP	GO:0006950	response to stress	1.927×10^{-70}
3	GO:BP	GO:0009605	response to external stimulus	1.501×10^{-63}
4	GO:BP	GO:0006952	defense response	8.116×10^{-61}
5	GO:BP	GO:0006955	immune response	9.792×10^{-60}
6	GO:BP	GO:0002682	regulation of immune system process	4.685×10^{-58}

How the deposited data were processed for this re-analysis (not part of the article)

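The count values are the authors' deposited reads per gene and library, made with Cutadapt, sickle, STAR against mouse GRCm38.p6 joined to both Leishmania genomes, and HTSeq-count in union mode. The deposited log2 values are the authors' average log2 CPM and log2 fold changes from edgeR, and the direction of each was checked against the counts of the same rows. The deposited p-value and FDR columns are the authors' edgeR likelihood ratio results, used here only to find how many genes they adjusted over and to set their calls beside those made here. Of 16 deposited tables, 4 were used, the mouse and parasite counts of each tissue. The other 12 repeat rows of these and were not used here. Some of them carry an uninfected library's name over values of an infected one, and 1 carries liver names over spleen values. Of 30 labelled libraries, 26 have mouse counts, 13 in each tissue. Columns were matched to samples by the codes in their names.

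The deposited mouse rows hold 64.5 to 69.9% of the liver totals and 34.0 to 40.3% of the spleen totals, because only genes that passed in some comparison are listed. Library totals and normalization factors were therefore recovered from the authors' average log2 CPM and fold changes, with factors of 0.832 to 1.13 in the liver and 0.922 to 1.07 in the spleen. The plan had been TMM factors over the counts. TMM over the deposited rows moved the median log2 fold change by -0.132 and -0.107 in the liver and by -0.0428 and -0.0649 in the spleen (L. donovani and L. infantum), and was tried as an alternative chosen after seeing the data. DESeq2's size factors moved it by -0.184 and -0.187 in the liver and by -0.134 and -0.131 in the spleen, and edgeR's RLE factors by -0.184 and -0.186 and by -0.133 and -0.13. Both were likewise computed over the deposited rows, which the authors selected as DE. A call lost or a balance turned under them may therefore reflect this selection. Parasite counts were scaled by TMM over the parasite counts alone.

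Host and parasite genes were tested with R 4.3.3 and edgeR 4.0.16 (quasi-likelihood test, 2-sided), with 1 fit over the 3 groups of a tissue. Parasite genes needed a combined count of 10 and an absolute log2 fold change over 1. Gene lists were tested with limma 3.58.1 (camera with a preset correlation of 0.01, Benjamini-Hochberg over the lists of a comparison), with an estimated correlation and with fry as alternatives. DESeq2 1.42.0 gave a further test and the variance stabilizing transformation for the principal components. Single values were compared with 2-sided exact permutation tests. Alternatives were the likelihood ratio test, DESeq2, RLE factors, other abundance, count and fold change minimums, glmTreat, only the 2 groups compared, the mouse number as a block, and leaving out each replicate. A recovery test with 200 genes changed by a known amount found 83 to 98% of host changes. It found 0 to 21% of parasite changes of 1.5 log2 units and 16 to 65% of those of 2.5, so few calls among parasite genes were to be had at this depth.

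Named genes follow a rule set at the start, when the paper's supplementary values had been seen. They are every gene the paper names, the 10 called genes with the largest increase and the 6 with the largest decrease whose libraries do not overlap with the controls (predicted genes and receptor segments left out), 2 to 4 members of each list with the smallest p, the 10 genes with the smallest p between the infections, and parasite genes called in any comparison. Parasite genes were also looked up by the names the paper uses.

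The mouse number in the sample codes links the liver and spleen of 1 mouse. Residuals of libraries with the same number in different groups of a tissue correlated at -0.28 to 0.18 in the liver and -0.42 to 0.13 in the spleen, over 0.1 in 3 of 11 and 2 of 12 pairs. Liver and spleen residuals of 1 mouse correlated at -0.091 to 0.21, over 0.1 in 3 of 12. No block was used except where stated. Within a tissue, a block by mouse number joins different animals of the groups. A call lost with it there may only reflect lower power. No pair of libraries in a group was identical (0 of 22 pairs in each tissue). The 49 gene lists cover interferon, cytokine, chemokine, metabolic, coagulation and cell type genes. Lists of adipocyte, mesothelial and muscle genes had too few measured members for a test. Mesothelial genes had 1 in the spleen, which was lower in L. infantum infection (-0.777) and did not pass in L. donovani infection (-0.451) or between them (-0.327). Networks and enrichment tools of the paper were not rerun.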

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

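The tests of explanations in this part were chosen after the results were seen, except the counts over other splits of the mice (those that part the tissues of every mouse were added after). A sample far from the others of its group was found in 14 of 127 groups of values, and chance alone gives about 1 in 20. In the liver these were L. infantum replicate 5 on the 2nd host component (-45.76, nearest 2.261), in the B cell score (4.46, nearest 1.35) and in the lymphoid stroma score (2.71, nearest 0.956), L. donovani replicate 4 on the 2nd component (8.181, nearest 10.14), and uninfected replicate 2 on the 1st (-56.43, nearest -63.05). Uninfected liver 1 stood low in the monocyte and macrophage score (-0.304, nearest 0.0643) and the Kupffer cell score (-0.305, nearest 0.07). In the spleen these were uninfected replicate 1 on the 1st component (-27.25, nearest -32.16), L. infantum replicate 1 in the B cell score (-1.85, nearest -0.825) and the red pulp macrophage score (-0.511, nearest -0.279), uninfected replicate 2 in the plasma cell score (-0.201, nearest 0.0523) and the Kupffer cell score (-0.331, nearest 0.0773), uninfected replicate 5 in the lymphoid stroma score (0.292, nearest -0.0861), and L. infantum replicate 5 in its share of hepatocyte transcripts (0.255% of the liver level, nearest 0.0429). The infection effect differed between liver and spleen in 1926 genes for L. donovani and 2025 for L. infantum, by a test of the difference itself. A clock signal that the paper does not report separated L. infantum from L. donovani livers by 3.5 units of a phase score.

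L. infantum liver replicate 5 carried transcripts of spleen-enriched genes. All 227 spleen-enriched genes were in excess there, by a median of 11.1% of the level in the spleen of the same mouse (quartiles 5.93 and 15.4), while medians of the other 8 infected livers were -1.22 to 1.0%. These genes were chosen as at least 20 times higher in the spleens than in the livers other than replicate 5. Low values in those other livers are thus partly built in. The cell type lists that follow were not chosen this way. Red cell formation in that liver alone is argued against by B cell genes, at 15.4% (others -0.419 to 0.708%), with T cell genes at 22.3% and neutrophil genes at 9.96%. A candidate explanation is spleen tissue or RNA in that library. A true influx of many blood cell types into that liver stays open, as untested.

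Hepatocyte transcripts differed between spleen libraries. In uninfected spleen 2 the 24 genes stood at a median of 1.61% of their liver level with quartiles only 1.18-fold apart and a rank correlation of 0.964, and uninfected spleens 3, 5 and 1 had 0.726, 0.295 and 0.0313%. Infected spleens had 0 to 0.255%. Liver tissue or RNA in these libraries may be the source. Lower expression in infected spleens (exact permutation test, p = 0.0378 over 715 splits) cannot be told apart from it by that test, because the highest libraries are all uninfected.

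Clock genes differed between L. infantum and L. donovani livers. The phase score was 1.95 ± 0.938 (SD, n = 4) against -1.56 ± 0.698 (SD, n = 5; exact permutation test, p = 0.00794, the smallest that 126 splits can give), and uninfected livers were near the latter, at a difference of 0.529 (p = 0.254, exact test). The score is the mean log2 level of genes that peak with Dbp minus that of genes that peak with Arntl. It holds the 6 clock genes already called between these same livers, so its p for the livers is not independent support. Spleen transcripts in L. infantum liver replicate 5 are argued against, since 6 of 6 called clock genes kept their call without it. In the spleen the score differed by 0.465 (exact permutation test, p = 0.0159), in the same direction and smaller. There L. donovani spleens stood below uninfected ones (-0.406, p = 0.0317, exact test) and L. infantum spleens near them (0.0597, p = 0.714, exact test), while in the liver L. infantum departed from uninfected (4.03, p = 0.0286, the smallest that 70 splits can give). These differences from uninfected spleens depend on Nfil3, of the Arntl genes, which rose by 1.56 and 1.73 on the log2 scale (L. donovani and L. infantum). Against it, Arntl changed by -0.77 and -0.79, Cry1 by -0.49 and -0.50 and Npas2 by -0.70 and -1.65. The spleen score also holds other genes, 5 and 4 against 8 and 4 in the liver. The comparison with uninfected spleens therefore cannot judge an hour shared by both organs. A difference in the hour or feeding at sampling could give the clock difference between the infections. It cannot be told apart from an effect of the parasite, because each group may have been sampled together and no hour is given.

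Between the infections, the splits ran over rows that the authors selected by infection of the same groups, without the 22 liver rows listed through the species comparison alone. Genes that another split would have brought into the table are missing, which leaves these splits undecided for the 33 genes called in the liver (1 of 100 splits as large, highest other 1). For the 0 genes in the spleen the splits say nothing, since every split gives at least 0 (100 of 100, highest other 1; 553 genes at an unadjusted p under 0.05 by edgeR's quasi-likelihood test, 4 called by the likelihood ratio test and 4 by DESeq2). List tests between the infections are undecided for the same reason, with 22 lists in the liver (9 of 100, highest other 26) and 4 in the spleen (91 of 100, highest other 21). For infected against uninfected mice the deposited rows were selected by that very comparison, which leaves the splits undecided. Real and highest other counts of genes were 2111 and 0 (1 of 100) for L. donovani and 2327 and 0 (1 of 35) for L. infantum in the liver, and 934 and 141 (1 of 100) and 840 and 0 (1 of 35) in the spleen. For lists they were 33 and 36 (23 of 100) and 34 and 35 (9 of 35) in the liver, and 22 and 25 (5 of 100) and 20 and 24 (5 of 35) in the spleen. The liver against spleen effect is undecided for the same reason, with 1926 and 26 (1 of 50) for L. donovani and 2025 and 2608 (3 of 50) for L. infantum, whose highest other split exchanged the groups of all 8 livers. For parasite genes chance could not be excluded for the 1 gene between species in the liver (38 of 100, highest other 1), and for the 0 between species in the spleen (262 at an unadjusted p under 0.05 by edgeR's quasi-likelihood test, 0 by the likelihood ratio test and by DESeq2) the splits again say nothing (100 of 100, highest other 0). Between tissues, 1 gene was called in each species, over all splits 1 of 100 as large in L. donovani (highest other 0) and 11 of 35 in L. infantum (highest other 1). Liver and spleen come from the same mice, and only 16 and 8 splits part the tissues of every mouse, too few for a share under 0.05 (real 1 and highest other 0 in each).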

How the results depend on the processing

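TMM over the deposited rows, sums of these rows as totals, and leaving out uninfected spleens 2 and 3 together were chosen after the data were seen. Leaving out these spleens also lowers the power, with 791 and 730 spleen genes called (L. donovani and L. infantum against uninfected). Over settings other than leaving out a replicate, 118 values of the comparisons kept their side of the threshold or stayed within 1.5 times, 13 were stronger, 17 weaker and 2 moved, and values of single genes were the same 3679 times, stronger 108 and weaker 55 times. When a replicate was left out these were 129, 2 and 19 for the comparisons and 2907, 29 and 62 for genes, and 0 values reversed in either. With the mouse number as a block, 10 of 12 comparisons were the same and 2 weaker. Between the groups of a tissue this number joins different animals, so there the block cannot judge a call. With no minimum of log2 fold change, calls were 4674 and 4956 in the liver (L. donovani and L. infantum against uninfected), 3561 and 3449 in the spleen, 68 between the infections in the liver, and 2 parasite genes between tissues in L. donovani. With no minimum of average log2 CPM the L. donovani spleen had 1403. These counts follow from the wider limits. Between the infections, the likelihood ratio test called 77 liver and 4 spleen genes, DESeq2 68 and 4, glmTreat 3 liver genes and a fit of only the 2 groups 18. Without 1 replicate the liver gave 20 (without L. donovani replicate 3) to 43 (without L. infantum replicate 5). The first component held 89.3% of liver variance with the 500 most variable genes and 61.0% of spleen variance with edgeR's log2 CPM. With an estimated correlation, camera called 10 lists in each liver infection, 1 in each spleen infection and 0 between the infections in either tissue, and fry called 36 and 35 in the spleen, and 3 (liver) and 1 (spleen) between the infections. Parasite genes called between species in the liver were 0 with DESeq2 and with the replicate block, 0 without L. infantum replicate 2 and 2 without L. infantum replicate 3, and in the spleen 0 to 1 (1 without L. infantum replicate 5). Between tissues they were 0 for each species with the likelihood ratio test, 0 for L. infantum with DESeq2 and with the block, and 0 to 1 without 1 replicate in each species. The spleen amastin ratio was 1.02 as a share of the parasite total and 1.52 to 1.84 without 1 replicate. Under DESeq2 and RLE factors the liver's lower genes rose from 342 to 614 and 612 in L. donovani and from 429 to 809 and 802 in L. infantum infection, following their shift of the median. Both were scaled over the deposited rows alone, selected by the authors as DE, so this shift may be partly built in. In the spleen, under DESeq2 and RLE factors, the calls turned from mostly higher to mostly lower, from 529 higher and 405 lower to 447 and 638 and to 428 and 593 in L. donovani infection, and from 486 and 354 to 405 and 584 and to 386 and 542 in L. infantum infection. For the other changes the cause was not tested. Parasite depth limits the parasite tests, as the recovery test shows.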

Differences from the paper's values

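None of the alternatives named in this part was chosen to come closer to the paper. Those used were set before the deposited tables were examined, with the paper's supplementary values already seen. In the spleen 0 parasite genes were called between species by edgeR's quasi-likelihood test (262 at an unadjusted p under 0.05), and the paper's value is 4. No alternative gives 4. The likelihood ratio test, DESeq2, RLE factors, either count minimum, no fold change minimum and the block all give 0, and leaving out L. infantum replicate 5 gives 1, the delta-12 fatty acid desaturase gene. The authors' deposited columns hold 4 such genes. In the liver 1 parasite gene was called, the hypothetical gene LdBPK_261170.1, and the paper reports none. DESeq2, the replicate block and leaving out L. infantum replicate 2 give 0, and the other alternatives give 1 or 2. For L. infantum between liver and spleen 1 was called, and the paper reports none. The likelihood ratio test, DESeq2, the block and leaving out liver replicate 2 or spleen replicate 1 or 3 give 0, and the others give 1. Genes with no count in L. infantum livers but with counts in L. donovani were 141, and the paper's value is 441. No alternative was set for that count.

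The paper calls the correlation of fold changes a percentage without naming the measure, and its values match the square of Pearson's r (92.88% and 93.74%). The paper states that a species-specific gene of unsaturated fatty acid synthesis, of which its 4 hold only the delta-12 desaturase, is increased in L. infantum. Here it is higher in L. donovani, by 1.29, and by 1.33 in the authors' deposited column. The paper reports no expression of Rad21 or of the kinases LdBPK_361580 and LdBPK_361590, and places the calpain-like gene LdBPK_310430 below its limit. In the spleen these have 12 and 18, 3 and 1, 12 and 7, and 7 and 15 counts (L. donovani and L. infantum). The paper ranks cysteine peptidase A among the 100 most abundant liver mRNAs, and it ranks 135 here.

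The paper states that Tat was enhanced in L. donovani-infected spleens, where its fitted change is -3.04 and does not pass. It passes, lower, without L. donovani replicate 4, as does its change in L. infantum infection without L. infantum replicate 5. Tat is a hepatocyte gene, and uninfected spleens 2 and 3 held hepatocyte transcripts at 1.61% and 0.726% of the liver level. The direction of its change in the spleen is therefore uncertain. The paper states that Aox1 was upregulated in L. infantum-infected spleens, where it fell by 1.05. Alox5, which the paper calls in L. donovani infection, was not called under any alternative. Ccr4, which the paper also calls, was called there by the likelihood ratio test, DESeq2 and a fit of only the 2 groups. Ccr9 was called in L. donovani infection by DESeq2, by RLE factors and with no fold change minimum, and Ido1 with no minimum of average log2 CPM. Arg2, which the paper gives as not altered, has an adjusted p of 0.043 here, and is called with no fold change minimum, with the block, and without uninfected replicate 3 or 5. Il10 in L. donovani livers did not pass here (edgeR's quasi-likelihood test, adjusted p = 0.129). Among immune genes the paper names Nos2 for the highest change in the liver, and here Ccl8 was at 10.69 and 10.43 against 10.58 and 10.02, within a standard error of 0.607. The paper describes genes as unique to 1 infection in the spleen. Of those called here in 1 infection alone (258 and 164), 106 and 94 pass an adjusted p under 0.05 in the other infection, and 0 are called between the infections by edgeR's quasi-likelihood test.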

Other observations

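Leaving out uninfected spleens 2 and 3 was chosen after their hepatocyte transcripts were seen. It also lowers the power, which can lose calls by itself. Values of a bile acid gene and of genes of smaller cell populations follow. In the liver Cyp7a1, the enzyme that opens bile acid synthesis, had 103 ± 35.5 CPM in uninfected (SD, n = 4), 27.1 ± 14.6 in L. donovani-infected (SD, n = 5) and 112 ± 36.6 in L. infantum-infected mice (SD, n = 4). Of 4 mast cell genes in the spleen, 1 was higher and 2 lower in L. donovani infection (1 and 3 when adjusted over the list alone) and 1 was higher and 1 lower in L. infantum infection (1 and 3), and the list did not pass as a group (limma's camera, adjusted p = 0.423 and 0.348). The single mast cell gene in the liver table was higher in L. infantum infection, at 4.86, and at 2.99 did not pass in L. donovani infection, nor did the difference of 1.87 between them. The single cholangiocyte gene was higher in the L. donovani-infected liver and in the spleen of both. Of 6 pancreatic acinar genes in the spleen, 0 were higher and 1 and 2 lower (3 and 2 over the list alone; as a group, limma's camera, adjusted p = 0.186 and 0.157), and the 1 in the liver was lower in both.

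Of 5 red pulp macrophage genes in the spleen, 3 were higher and 2 lower in each infection, and of 2 Kupffer cell genes 1 was higher and 1 lower. Of 30 hepatocyte genes in the spleen, 5 were lower in each (30 and 6 when adjusted over the list alone), with a median of -2.99 and -2.91, and -0.959 in L. donovani infection without uninfected spleens 2 and 3. Of 24 cytochrome P450 genes there, 1 was higher and 11 and 9 lower (23 and 20 lower over the list alone), and of 13 bile acid genes 6 and 3 were lower (13 and 12). Without those 2 spleens, genes lower over the limit of 1 in L. donovani infection went from 4 to 1 for cytochrome P450 (median -3.46 to -1.28) and from 3 to 0 for bile acids (-2.91 to -1.2), and in L. infantum infection from 2 to 1 for cytochrome P450 (-3.45 to -1.58). Of 17 glycine, serine and threonine genes there, 5 were higher and 5 lower in L. donovani (5 and 12 over the list alone) and 4 and 3 in L. infantum infection (5 and 10), and of 12 cysteine and methionine genes 4 and 2 (4 and 7) and 5 and 0 (5 and 0). Of 4 urea cycle genes there, 0 and 1 were higher, of 5 of cholesterol synthesis 0 and 2 were higher and 2 and 0 lower, and of 17 cell cycle genes 7 and 14 were higher and 0 lower (8 and 17 over the list alone).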
